# Tulp1 deficiency causes early-onset retinal degeneration through affecting ciliogenesis and activating ferroptosis in zebrafish

**DOI:** 10.1038/s41419-022-05372-w

**Published:** 2022-11-17

**Authors:** Danna Jia, Pan Gao, Yuexia Lv, Yuwen Huang, James Reilly, Kui Sun, Yunqiao Han, Hualei Hu, Xiang Chen, Zuxiao Zhang, Pei Li, Jiong Luo, Xinhua Shu, Zhaohui Tang, Fei Liu, Mugen Liu, Xiang Ren

**Keywords:** Retina, Disease model, Necroptosis, Ciliogenesis, Zebrafish

## Abstract

Mutations in TUB-like protein 1 (*TULP1*) are associated with severe early-onset retinal degeneration in humans. However, the pathogenesis remains largely unknown. There are two homologous genes of *TULP1* in zebrafish, namely *tulp1a* and *tulp1b*. Here, we generated the single knockout (*tulp1a*^*−/−*^ and *tulp1b*^*−/−*^) and double knockout (*tulp1-*dKO) models in zebrafish. Knockout of *tulp1a* resulted in the mislocalization of UV cone opsins and the degeneration of UV cones specifically, while knockout of *tulp1b* resulted in mislocalization of rod opsins and rod-cone degeneration. In the *tulp1-*dKO zebrafish, mislocalization of opsins was present in all types of photoreceptors, and severe degeneration was observed at a very early age, mimicking the clinical manifestations of *TULP1* patients. Photoreceptor cilium length was significantly reduced in the *tulp1-*dKO retinas. RNA-seq analysis showed that the expression of *tektin2* (*tekt2*), a ciliary and flagellar microtubule structural component, was downregulated in the *tulp1-*dKO zebrafish. Dual-luciferase reporter assay suggested that Tulp1a and Tulp1b transcriptionally activate the promoter of *tekt2*. In addition, ferroptosis might be activated in the *tulp1-*dKO zebrafish, as suggested by the up-regulation of genes related to the ferroptosis pathway, the shrinkage of mitochondria, reduction or disappearance of mitochondria cristae, and the iron and lipid droplet deposition in the retina of *tulp1-*dKO zebrafish. In conclusion, our study establishes an appropriate zebrafish model for *TULP1*-associated retinal degeneration and proposes that loss of TULP1 causes defects in cilia structure and opsin trafficking through the downregulation of *tekt2*, which further increases the death of photoreceptors via ferroptosis. These findings offer insight into the pathogenesis and clinical treatment of early-onset retinal degeneration.

## Introduction

*TULP1*, also known as Leber congenital amaurosis 15 (LCA15) or retinitis pigmentosa-14 (RP14) [1], has been associated with autosomal recessive early-onset retinal degeneration [2–8]. *TULP1* was first reported as a pathogenic gene of retinal degeneration in 1998 [2, 3]. At the present time, 99 pathogenic mutations have been reported (http://www.hgmd.cf.ac.uk/ac/gene.php?gene=TULP1). Most of the affected individuals display congenital nystagmus, night blindness, and severely reduced visual acuity in their first year of life [4, 6, 9]. Revealing the function of TULP1 is crucial for understanding the pathogenesis of *TULP1*-associated retinal degeneration.

TULP1 is a member of the tubby family proteins that contain a highly conserved tubby domain at the carboxyl-terminal. This protein family includes TUB, TULP1, TULP2, and TULP3 [10, 11]. Through a structure-directed approach, Boggon *et al*. predicted that Tubby-like proteins are a unique family of bipartite transcription factors [12]. Whether tubby proteins can regulate transcription under physiological conditions remains to be confirmed. In COS7 cells, TULP1 is localized to the plasma membrane and nucleus [13]. Another tubby family protein, tubby, is found primarily in the nucleus in a primary culture of hippocampal neurons [12]. In the retina, TULP1 is a photoreceptor-specific protein localized to the inner segments, connecting cilium, and synaptic terminals [14, 15]. Deletion of *Tulp1* in mice causes severe retinal degeneration and deficient protein transport in the photoreceptors [15–17]. The exact mechanism by which TULP1 regulates protein trafficking through the cilium is not well understood.

The photoreceptor cilium is supported by a microtubule-based axoneme backbone. Defects in the structure and/or function of photoreceptor cilium lead to a broad range of retinal dystrophy [18–20]. The involvement of TULP3 in ciliary protein transport has been extensively studied. TULP3 can directly bind GPCRs and facilitate their trafficking to the cilia [21]. TULP3 is also critical for cilia formation in hRPE-1 cells [22]. As for TULP1, a previous study demonstrated that the specific ciliary localization of photoreceptor disc component (PRCD), a protein involved in the formation of photoreceptor OS discs, is dependent on TULP1 and confirmed the interaction between PRCD and TULP1 [23]. Currently, the function of TULP1 and the exact etiology of how *TULP1* mutations cause early-onset retinal degeneration have not been clearly established.

Ferroptosis is characterized by the iron-dependent accumulation of lipid peroxidation [24]. In recent years, there has been increasing evidence that ferroptosis also plays a role in neurodegenerative diseases [25]. Treatment with iron chelators could increase the survival of photoreceptors in light-induced photoreceptor degeneration and retinitis pigmentosa mouse models [26, 27]. However, the possible involvement of ferroptosis in the death of photoreceptors in inherited retinal degeneration has not been fully studied.

In recent years, due to a number of benefits, zebrafish has become a popular animal model by which to study the pathogenic mechanism of retinal diseases [28]. In particular, in vitro fertilization and embryonic development of zebrafish allows real-time observation of organogenesis occurring at very early embryonic stages. Given the severe visual phenotype associated with *TULP1* patients from infancy, it is necessary to study the retinal changes before and after lesions. In this work, we generated a zebrafish *tulp1* knock-out model and found that Tulp1a and Tulp1b play an important role in the assembly of cilium in photoreceptors. Tulp1a and Tulp1b could increase the transcription activity of the *tekt2* promoter in ZF4 cells, suggesting that TULP1 functions as a transcription factor. In addition, our study highlights ferroptosis as a novel degeneration manner in early-onset retinal degeneration.

## Results

### Generation of the *tulp1a* and *tulp1b* knockout zebrafish line via CRISPR-Cas9 technique

Sequence alignment showed that there are two orthologous genes of *TULP1* in zebrafish, namely *tulp1a* and *tulp1b*. Zebrafish Tulp1a and Tulp1b show, respectively, about 72.45% and 70.94% alignment in the amino acid residues with human TULP1 (Fig. S1A). The predicted 3D structures of tubby domain show structural similarities between zebrafish and human (Fig. S1B). Our previous single-cell sequencing data on zebrafish retinas [29] showed that *tulp1a* and *tulp1b* are expressed in all types of photoreceptors, while *tulp1a* shows a higher expression than *tulp1b* in cones, particularly in the UV/blue cones (Fig. S2, Table S4).

The pathogenic mutations found in *TULP1* were distributed in all exons except for exon 9 (Fig. S1C). To explore the function of *TULP1*, we used CRISPR-Cas9 to generate knockout lines of *tulp1a* and *tulp1b*. The target sites aligned with the exon 4 and exon 8 of TULP1 in human, respectively (Fig. 1A, Fig. S1C). After three generations’ screening, we chose one *tulp1a* mutant line (*tulp1a*^*−/−*^) (c.115_118delGGTG, p.Gly39Metfs*12) and one *tulp1b* mutant line (*tulp1b*^−/−^) (c.591delC, p.Gly198Glufs*27) for subsequent study (Fig. 1B). A *tulp1a* and *tulp1b* double knockout zebrafish line (*tulp1*-dKO) was generated by crossing the two mutant lines. The mRNA levels of *tulp1a* and *tulp1b* were markedly reduced in, respectively, *tulp1a*^*−/−*^, *tulp1b*^*−/−*^, and in *tulp1*-dKO zebrafish (Fig. 1C). The temporal and spatial expression patterns of *tulp1a* and *tulp1b* were further determined by whole-mount in situ hybridization (WISH). At 24–48 hour post-fertilization (hpf), both genes were specifically expressed in the pineal gland. Subsequent to 48 hpf, *tulp1a* and *tulp1b* were observed to be expressed in the retina, whereas in *tulp1*-dKO zebrafish the expression of *tulp1a* and *tulp1b* was significantly decreased from 48 hpf onward (Fig. 1D, E). The Tulp1 protein could not be detected in *tulp1*-dKO zebrafish (Fig. 1F). Collectively, these results suggest our knockout zebrafish lines are successful.

**Fig. 1:**
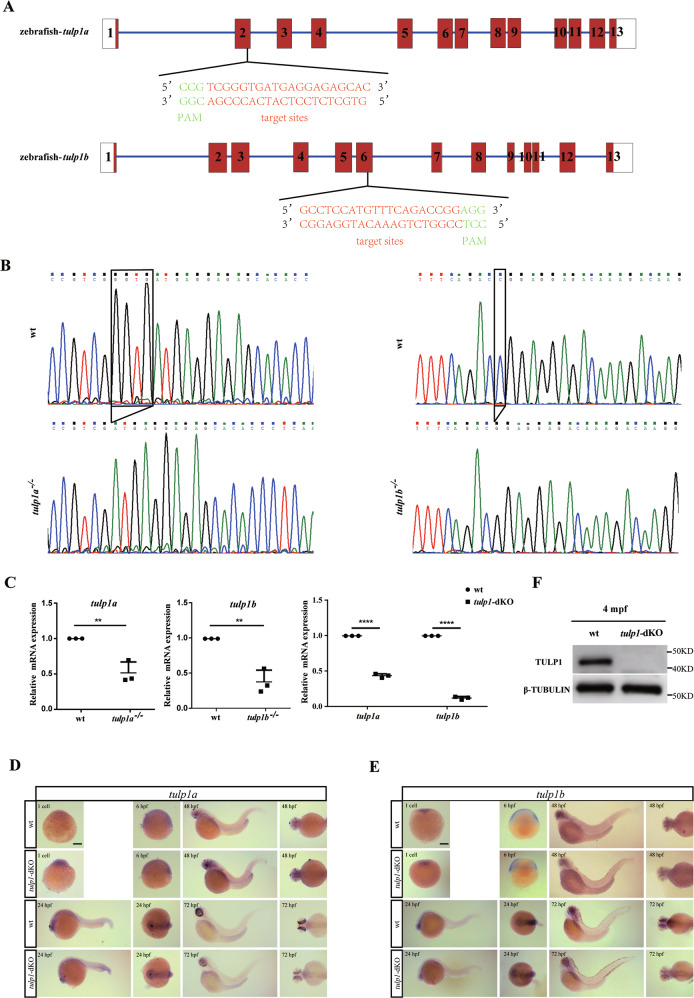
Generation of the *tulp1a*^*−/−*^ and *tulp1b*^*−/−*^ zebrafish lines. **A** The gene structure and CRISPR/Cas9 target sites are shown. The numbers represent exons. **B** DNA sequencing showing the *tulp1a* mutant line (*tulp1a*^*−/−*^) (c.115_118delGGTG), and *tulp1b* mutant line (*tulp1b*^−/−^) (c.591delC). **C** Decreased expression of *tulp1a* or *tulp1b* was detected by qRT-PCR in, respectively, *tulp1a*^−/−^, *tulp1b*^−/−^, and in *tulp1*-dKO zebrafish at 4 dpf. *18s-*rRNA was used as an endogenous control (*n* = 3). Mean ± SD. **P < 0.01. ****P < 0.0001. **D**, **E** Whole-mount in situ hybridization showing the expression pattern of *tulp1a* and *tulp1b* in wt and *tulp1*-dKO zebrafish. (*n* = 20). Scale bar: 50 µm. **F** The protein level of Tulp1 was undetectable at 4 mpf (*n* = 3). dpf: day post-fertilization; mpf: month post-fertilization.

### Photoreceptor degeneration in the *tulp1a* and *tulp1b* knockout zebrafish

Hematoxylin and Eosin staining results showed that no significant difference was observed in retina between wild-type (wt) and *tulp1a*^*−/−*^ zebrafish (Fig. S3A). To explore possible differences in photoreceptor types, we labeled rods and cones (red, green, blue, and UV cones) with specific antibodies (Rhodopsin, Opn1lw1, Opn1mw1, Opn1sw2, and Opn1sw1) in retinal sections. There are no differences in any of the other photoreceptor types except UV cones. In *tulp1a*^*−/−*^ zebrafish, at 3 day post-fertilization (dpf), the outer segments (OSs) of UV cones were shorter than those of wt zebrafish and were almost undetectable as early as 7 dpf (Fig. S3B and C). Western blot also showed no obvious difference in the expression of rod marker-Gnat1, even at 24 month post-fertilization (mpf), whereas the expression of cone marker-Gnat2 was slightly downregulated (Fig. S3D and E). These results indicate that only UV cones were degenerated in *tulp1a*^*−/−*^ zebrafish.

Compared to *tulp1a*^*−/−*^ mutants, significant photoreceptor degeneration was detected in *tulp1b*^*−/−*^ zebrafish, with the degree of degradation increasing with age. The outer nuclear layer (ONL) of *tulp1b*^*−/−*^ zebrafish was thinner and the OSs were shorter compared to those of wt zebrafish (Fig. S4A and B). Immunofluorescence results showed that in the *tulp1b*^*−/−*^ zebrafish, the length of rods OSs was obviously shorter as early as 3 dpf (Fig. S4C). Western blot showed that in *tulp1b*^−/−^ mutants the expression of Gnat1 was barely detectable at 1 mpf, while the downregulation of Gnat2 was not as significant as that of Gnat1 (Fig. S4D and E). These results suggest that *tulp1b* knockout led to a rod-cone degeneration phenotype.

Next, we examined the phenotype of the retina in *tulp1-*dKO zebrafish at the indicated ages. The signals of photoreceptor markers were markedly reduced at each age. By 5 dpf, the photoreceptor layer was almost absent from the central retina in *tulp1-*dKO zebrafish (Fig. 2A). The fine structure of photoreceptors was examined at 5 dpf using transmission electron microscopy (TEM). In wt retinas, membrane discs in OSs were well-organized. However, in *tulp1-*dKO retinas, the disc membranes were disorganized and contained concentric circular structures (Fig. 2B). Consistent with the above results, the mRNA and protein levels of Gnat1 and Gnat2 were significantly decreased (Fig. 2C and D). These results suggest that the function of photoreceptors was impaired at a very early stage in *tulp1-*dKO zebrafish, which is similar to the clinical phenotype of early-onset retinal degeneration [30].

**Fig. 2:**
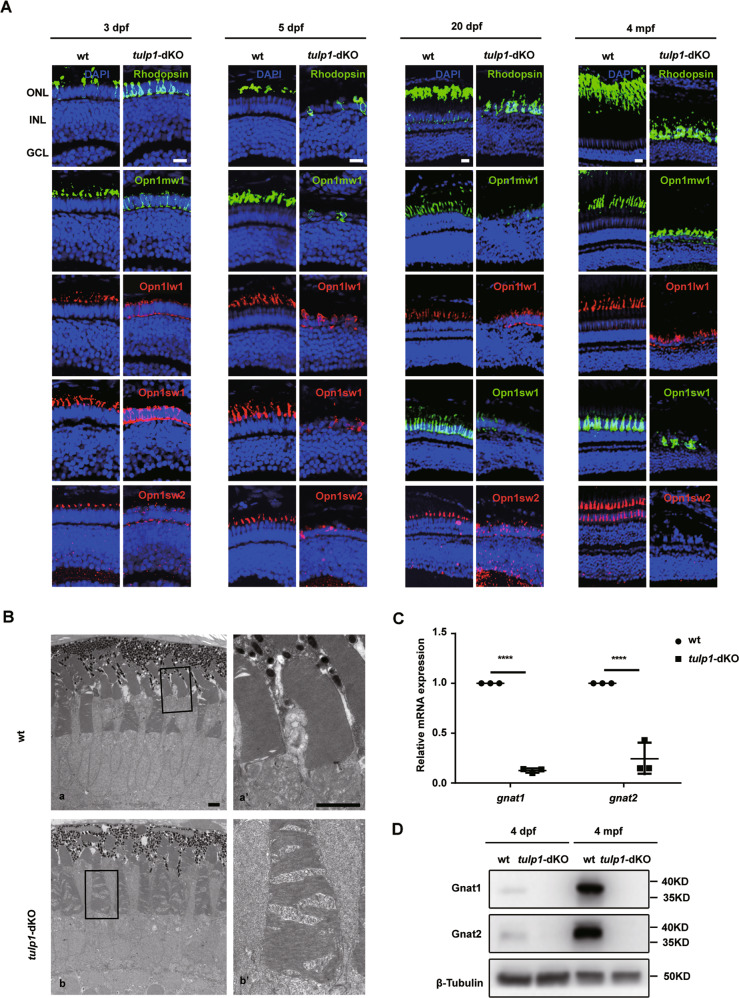
Photoreceptor degeneration and defective protein transport in *tulp1*-dKO zebrafish. **A** Sections were stained with rod-specific marker Rhodopsin, green cone-specific marker Opn1mw1, red cone-specific marker Opn1lw1, blue cone-specific marker Opn1sw2, and UV cone-specific marker Opn1sw1 at 3 dpf, 5 dpf, 20 dpf, and 4 mpf. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar: 15 µm. **B** TEM of the photoreceptors of wt and *tulp1*-dKO zebrafish at 5 dpf. The higher-magnification images within the rectangles (in a and b) are shown on the right (a’ and b’). Scale bar: 2 µm. **C** Relative mRNA expression of *gnat1* and *gnat2* in wt and *tulp1*-dKO zebrafish at 4 dpf. Mean ± SD (*n* = 3). ****P < 0.0001. **D** Gnat1 and Gnat2 were detected by western blot.

### Ciliary defects precede photoreceptor degeneration in *tulp1-*dKO zebrafish

Given the mislocalization of Opn1sw1 in *tulp1a*^−/−^ zebrafish (Figure S3C), Rhodopsin in *tulp1b*^*−/−*^ zebrafish (Fig. S4B and C), and all opsins in *tulp1-*dKO zebrafish (Fig. 2A), it might be surmised that TULP1 has a function similar to that of TULP3 in mediating ciliary trafficking by interacting with diverse cargos [21]. Interestingly, no colocalization of Tulp1b and Rhodopsin was found in HEK293 cells (Fig. S5A). Moreover, Tulp1a and Tulp1b were localized in the nucleus in HEK293T cells, ARPE-19 cells, and ZF4 cells (Fig. S5B). These findings suggest that Tulp1a and Tulp1b may not affect the localization of Rhodopsin through direct interaction. Previous studies have demonstrated that TULP3 affected the formation of cilia [22]. To investigate the role of Tulp1 in cilia formation, ciliogenesis was analyzed in wt and *tulp1-*dKO zebrafish. The results showed that reduced ciliogenesis and shorter cilia were observed at 68 hpf, 3 dpf, and 4 dpf in *tulp1-*dKO zebrafish compared with wt (Fig. 3A, B), suggesting that ciliogenesis was affected in *tulp1-*dKO zebrafish.

**Fig. 3:**
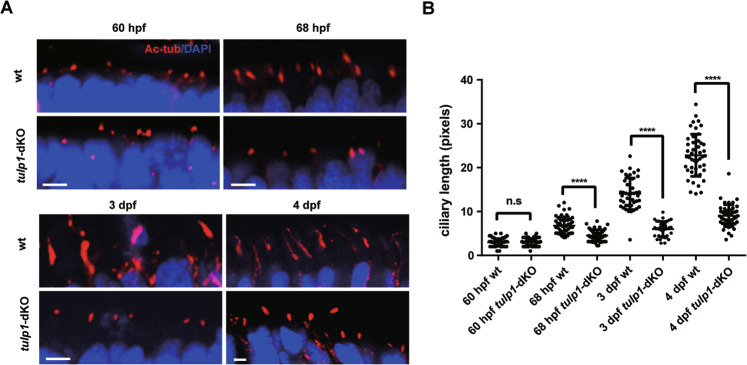
Defects in ciliogenesis of *tulp1*-dKO zebrafish. **A** Sections of wt and *tulp1*-dKO were stained with Ac-Tub at 60 hpf, 68 hpf, 3 dpf, and 4 dpf. Scale bar: 2 µm (*n* = 6). **B** Quantification of cilium lengths in wt and *tulp1*-dKO zebrafish presented in **A**. Mean ± SD. (*n* ≥ 40). ****P < 0.0001. Ac-Tub: Acetylated-α-Tubulin, the axonemal marker.

### Tulp1a and Tulp1b affect ciliogenesis through promotion of *tekt2* expression

To investigate the mechanism underlying the cilium defect and photoreceptor degeneration resulting from *tulp1* deletion, we performed RNA-seq of wt zebrafish and *tulp1-*dKO zebrafish. 

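RNA from the dissected heads of 4 dpf larvae was sequenced on the Illumina NovaSeq platform, with 3 wt samples and 3 *tulp1*-dKO samples, in which both zebrafish homologs of *TULP1* carry CRISPR/Cas9 mutations. The authors mapped the reads to the GRCz11 genome with HISAT2, counted them per gene with RSEM and deposited the expression of each listed gene in each sample as TPM, a unit that corrects for gene length and scales all libraries to one total. TPM values keep no sequencing depth, so the number of reads behind a value is unknown, and the spread between the 3 samples of a group is the measure of error used here. The genes are listed by Ensembl identifier and symbol, with values to 2 decimals. The values summed to 945666, 946416 and 947332 TPM in wt samples 1, 2 and 3, and to 947519, 948860 and 945753 TPM in *tulp1*-dKO samples 1, 2 and 3. In each sample, between 25096 and 25304 genes had a value above 0, and the 50 most abundant genes held 19.6% to 20.5% of the TPM. Across genes, which are not independent replicates, the log2 values of samples of the same group correlated at 0.932 to 0.947 (Pearson's r) and those of samples of different groups at 0.914 to 0.927. The authors tested differential expression with DESeq2, a method for read counts. The TPM values were tested here with limma (lmFit and eBayes with trend, all 6 samples) on log2(TPM + 0.1), over the 22824 genes with a mean of at least 0.5 TPM, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low TPM. The 2 targeted genes were lower in every *tulp1*-dKO sample than in every wt sample. *tulp1a* (ENSDARG00000075295) was at 24.7 ± 0.839 TPM in wt and at 15.4 ± 0.899 TPM in *tulp1*-dKO zebrafish (mean ± SD, n = 3 samples each), a log2 fold change of −0.68 (SE 0.09, adjusted p = 0.0201 from limma with Benjamini-Hochberg adjustment). Its log2 fold change lay between −0.71 and −0.63 when each sample was left out in turn, and its adjusted p from limma was between 0.0138 and 0.108 over 16 alternatives, at most 0.05 in 10 of them. *tulp1b* (ENSDARG00000078210) was at 13.1, 11.9 and 9.77 TPM in wt and at 2.71, 2.01 and 2.37 TPM in *tulp1*-dKO zebrafish, a log2 fold change of −2.25 (SE 0.17, adjusted p = 0.0024 from limma). An exact two-sided permutation test of 3 samples against 3 cannot give a p below 0.1. A change in mRNA level does not show the mutations themselves, which TPM values per gene cannot display.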

A total of 895 genes were expressed significantly differently between wt and *tulp1-*dKO zebrafish, of which 303 genes were significantly upregulated and 592 genes were significantly downregulated in the *tulp1-*dKO zebrafish (Fig. 4A, B). 

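With the authors' thresholds of a fold change of at least 2 and an adjusted p of at most 0.05, applied to limma's test of the TPM values, 302 of the 22824 genes tested differed between wt and *tulp1*-dKO zebrafish, 83 of them higher and 219 lower (72.5% lower) in *tulp1*-dKO zebrafish. The values of the 2 groups did not overlap for any of these 302 genes. Without regard to size, the groups did not overlap for 5356 genes (23.5%), where chance gives 10% for 3 samples against 3. The adjustment weighed most on the count, since 950 genes passed at an unadjusted p of at most 0.05 with the same fold change, 395 higher and 555 lower. The count fell to 99 without wt sample 1, 101 without wt sample 2, 226 without wt sample 3, and 169, 121 and 177 without *tulp1*-dKO samples 1, 2 and 3. Among the 10 largest rises, *AL807389.1* (ENSDARG00000082850) was listed at 0 in the 3 wt samples and at 53.6, 35.7 and 33.3 TPM in the *tulp1*-dKO samples. The mRNA level of *ecrg4b* (ENSDARG00000088717) rose from 4.02 ± 0.743 TPM to 29.9 ± 3.85 TPM (mean ± SD, n = 3 samples each), a log2 fold change of 2.87 (SE 0.17, adjusted p = 0.00107 from limma with Benjamini-Hochberg adjustment). That of *lipib* (ENSDARG00000005332) rose from 2.49 ± 1.37 TPM to 16.6 ± 5.94 TPM, a log2 fold change of 2.76 (SE 0.41, adjusted p = 0.0241 from limma), and its adjusted p was at most 0.05 under 10 of 16 alternatives. Among the 10 largest falls, *serpina10a* (ENSDARG00000005924) was at 77.4, 69.7 and 76.7 TPM in wt and was listed at 0, 1.99 and 0.06 TPM in *tulp1*-dKO zebrafish. *csmd1a* (ENSDARG00000044414) was at 76.6, 48.0 and 115 TPM in wt and at 0.37, 0.89 and 4.51 TPM in *tulp1*-dKO zebrafish. *dap1b* (ENSDARG00000109678) was at 85.2, 78.9 and 77.8 TPM in wt and was listed at 0, 0.78 and 0 TPM in *tulp1*-dKO zebrafish. A further gene listed under the same name was at 174 TPM in wt and 167 TPM in *tulp1*-dKO zebrafish, and the values summed over both, an alternative chosen after the data were seen, had a log2 fold change of −0.60.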

Interestingly, we found that only three genes related to cilium (*tekt2, arl3l2, cep126*) were significantly reduced in the RNA-seq data (Fig. 4C). 

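The thresholds of Fig. 4C (log2 fold change of at most −1.5 and unadjusted p of at most 0.05) were applied to a list of 276 cilium genes, of which 242 were found under their names and 229 were tested. The list of cilium genes behind Fig. 4C is not named in the paper's text. Past these thresholds, 6 genes were lower in *tulp1*-dKO zebrafish, namely *arl3l2*, *tekt2*, *cep126*, *tulp1b* itself, *unc119.2* and *rp1l1b*, and 2 genes were higher, *hspb11* and *dnah5l*. Of the 229 genes, 17 had a p of at most 0.05 adjusted over the list alone and 7 passed the thresholds for all genes, 5 lower and 2 higher. Across the alternatives, 4 to 6 genes were lower, with 4 at a pseudocount of 0.5 or 1, with a minimum mean of 2 TPM, and without *tulp1*-dKO sample 1, settings under which *tekt2* was not among them. The mRNA level of *arl3l2* (ENSDARG00000015404) fell from 34.9 ± 2.22 TPM in wt to 7.74 ± 0.953 TPM in *tulp1*-dKO zebrafish (mean ± SD, n = 3 samples each), a log2 fold change of −2.16 (SE 0.12, adjusted p = 8.15e-04 from limma with Benjamini-Hochberg adjustment). Its log2 fold change lay between −2.25 and −2.08 with each sample left out in turn. *tekt2* (ENSDARG00000028973) was at low levels, 1.42, 2.33 and 1.73 TPM in wt and 0.35, 0.59 and 0.55 TPM in *tulp1*-dKO zebrafish, a log2 fold change of −1.69 (SE 0.35, unadjusted p = 0.00191, adjusted p = 0.0692 from limma with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p from limma lay between 0.0468, without the trend in eBayes, and 0.189, and its log2 fold change shrank to −0.91 at a pseudocount of 1. *cep126* (ENSDARG00000068398) was at 1.62, 1.76 and 2.01 TPM in wt and at 0.51, 0.34 and 0.77 TPM in *tulp1*-dKO zebrafish, a log2 fold change of −1.62 (SE 0.36, unadjusted p = 0.00265, adjusted p = 0.0819 from limma), and its adjusted p was between 0.0588 and 0.212 over the alternatives. For these 3 genes, all *tulp1*-dKO samples were below all wt samples, and rod and cone genes fell to a similar extent in the same samples. A minimum mean of 2 TPM would leave *tekt2* and *cep126* untested. Of the other lower genes, which were named after their values were seen, *unc119.2* fell from 7.58 ± 0.67 TPM to 1.07 ± 0.582 TPM, a log2 fold change of −2.81 (SE 0.33, adjusted p = 0.0119 from limma). *rp1l1b* varied between 3.99 and 19.02 TPM in the wt samples and between 1.97 and 4.29 TPM in the *tulp1*-dKO samples, with overlap between the groups (unadjusted p = 0.0137, adjusted p = 0.167 from limma). From these genes and its qRT-PCR (Fig. 4D), the paper speculates that *tekt2* might be the target gene of Tulp1a and Tulp1b.

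**Figure D1:**
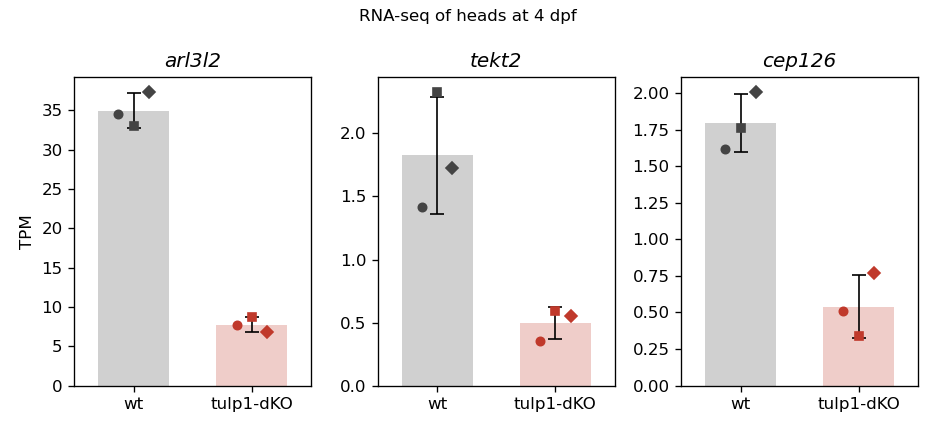
TPM of *arl3l2*, *tekt2* and *cep126* in the heads of wt and *tulp1*-dKO larvae at 4 dpf. Bars show the mean and error bars the SD of 3 samples, and the markers show the samples; for *tekt2* and *cep126* every *tulp1*-dKO sample lies below every wt sample at levels under 2.5 TPM.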

Consistent with the RNA-seq data, a marked reduction in the expression of *tekt2, arl3l2,* and *cep126* was observed in the *tulp1-*dKO zebrafish at 4 dpf. Notably, however, only the expression of *tekt2* was significantly reduced as early as 48 hpf (Fig. 4D). Herein, we speculate that *tekt2* might be the target gene of Tulp1a and Tulp1b. The luciferase reporter assay results showed that Tulp1a and Tulp1b significantly increased the transcription activity of *tekt2* promoter in ZF4 cells. Co-expression of Tulp1a and Tulp1b further increased the activity of *tekt2* promotor in comparison with the expression of Tulp1a and Tulp1b separately (Fig. 4E). TEKT2 is a member of TEKTINs, a family of elongated proteins that assemble into extended filaments [31]. WISH showed that *tekt2* was indeed expressed in eyes (Fig. S6). The downregulation of *tekt2* may explain the shortened cilia length in *tulp1-*dKO zebrafish. Collectively, these results indicate that *tekt2* was downregulated in *tulp1-*dKO zebrafish and that Tulp1a and Tulp1b could promote the expression of *tekt2* in ZF4 cells.

**Fig. 4:**
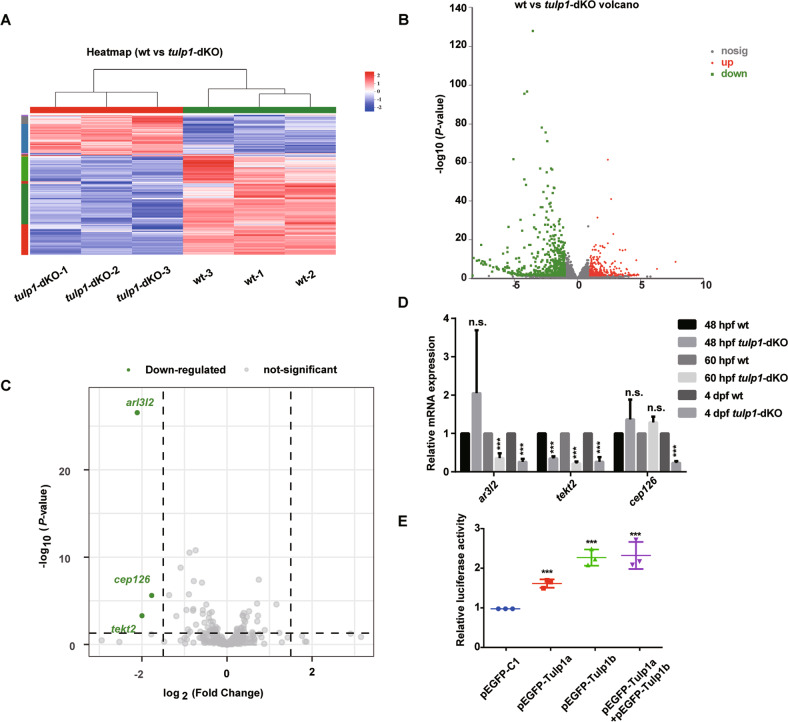
Tulp1a and Tulp1b regulate the expression of *tekt2*. Heatmap (**A**) and Volcano plot (**B**) for differential gene expression between wt and *tulp1*-dKO zebrafish. **C** Volcano plot displaying the gene expression related to cilium for wt versus *tulp1*-dKO. Genes with |log2FC| ≥ 1.5 and *P*-value ≤ 0.05 are highlighted in green. **D** The mRNA levels that significant enrichment in (**C**) were detected by qRT-PCR (*n* = 3). **E** Reporter plasmid containing the promotor of *tekt2* and pEGFP-C1, pEGFP-Tulp1a, pEGFP-Tulp1b were transfected into ZF4 cells (*n* = 3). Mean ± SD. ***P < 0.001.

### Ferroptosis was activated in photoreceptor cells of *tulp1*-dKO zebrafish

As shown in Fig. 2A, there were severe degeneration of photoreceptors in *tulp1-*dKO zebrafish. To investigate the mechanism of cell death, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis based on the RNA-seq data. KEGG analysis revealed that the phototransduction pathway is significantly enriched, which is consistent with the retina degeneration phenotype in *tulp1-*dKO zebrafish. 

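A list of 61 phototransduction genes, of which 57 were tested, stands in for the KEGG pathway, whose gene list was not used here. Of the 57 genes, 53 were lower in *tulp1*-dKO zebrafish, 52 had a p of at most 0.05 adjusted over the list alone, and 32 passed the thresholds for all genes, all of them lower. These 32 made up 56.1% of the list, against 1.19% of the other genes tested (odds ratio 106.7, one-sided Fisher's exact test, p = 1.08e-45, adjusted over 4 pathway lists p = 4.32e-45). The median log2 fold change of the list was −1.77. The *tulp1*-dKO samples lay at medians of −1.33, −1.46 and −2.13 from the wt mean. Camera, limma's test of a gene list against all other genes, gave p = 4.46e-51 with a preset correlation between genes of 0.01, and p = 0.0188 when the correlation was estimated from the samples, while fry, limma's rotation test of the list, gave p = 5.82e-04. The mRNA level of *gnat1* (ENSDARG00000044199), the rod transducin alpha subunit, fell from 184 ± 11.7 TPM in wt to 22.4 ± 3.33 TPM in *tulp1*-dKO zebrafish (mean ± SD, n = 3 samples each), a log2 fold change of −3.04 (SE 0.12, adjusted p = 2.35e-04 from limma with Benjamini-Hochberg adjustment). *gnat2* (ENSDARG00000042529), its cone counterpart, fell from 887 ± 116 TPM to 233 ± 84.9 TPM, a log2 fold change of −1.99 (SE 0.27, adjusted p = 0.0192 from limma), with adjusted p values of 0.0117 to 0.0998 over the alternatives, 10 of 16 of them at most 0.05. Of the opsins, *rho* (ENSDARG00000002193) fell from 1908 ± 248 TPM to 297 ± 120 TPM (log2 fold change −2.76, SE 0.28, adjusted p = 0.00602 from limma), and the UV cone opsin *opn1sw1* (ENSDARG00000045677) from 3678 ± 137 TPM to 712 ± 153 TPM (log2 fold change −2.39, SE 0.15, adjusted p = 0.00126). The blue cone opsin *opn1sw2* (ENSDARG00000017274) and the green cone opsin *opn1mw1* (ENSDARG00000097008) fell by less, with log2 fold changes of −1.37 (SE 0.27, adjusted p = 0.0569) and −1.46 (SE 0.30, adjusted p = 0.0692 from limma), and every *tulp1*-dKO sample was below every wt sample for both. With median ratio scaling the adjusted p of *opn1sw2* from limma was 0.048, the lowest of its alternatives, which reached 0.19. The red cone opsin *opn1lw1* (ENSDARG00000044862) was at 0.42, 0.49 and 0.84 TPM in wt and at 0.20, 0.46 and 2.65 TPM in *tulp1*-dKO zebrafish, a log2 fold change of 0.23 (SE 0.83) that was −0.69 without *tulp1*-dKO sample 3. Its paralog *opn1lw2* (ENSDARG00000044861), named after its values were seen, fell from 2616 ± 330 TPM to 1138 ± 309 TPM (log2 fold change −1.23, SE 0.20, adjusted p = 0.0346 from limma, at most 0.05 under 8 of 16 alternatives). Reads may be shared between these opsin paralogs, which was not measured here, so the division of expression between them is uncertain.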

Interestingly, the Arachidonic acid metabolism and Linoleic acid metabolism pathway were significantly enriched (Fig. 5A), which were considered to be involved in the ferroptosis [24, 32]. 

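Lists of 72 arachidonic acid metabolism genes and 34 linoleic acid metabolism genes were used, of which 59 and 29 were tested. In the arachidonic acid list, 2 genes passed the thresholds for all genes, *alox5b.3* and *cyp2p10*, both of them higher, and the same number had a p of at most 0.05 adjusted over the list alone. These were 3.39% of the list against 1.32% of the other genes tested (odds ratio 2.63, one-sided Fisher's exact test, p = 0.184, adjusted over 4 pathway lists p = 0.367). In the linoleic acid list, 1 gene passed, *cyp2p10*, which was 3.45% of the list against 1.32% (odds ratio 2.67, Fisher's exact test, p = 0.321, adjusted p = 0.428). With genes counted at an unadjusted p of at most 0.05 and a fold change of at least 2, the lists held 9 and 5 such genes, with odds ratios of 4.17 and 4.82 (Fisher's exact test, p = 6.98e-04 and p = 0.00639). The paper itself names 4 tested genes of the arachidonic acid list and 2 of the linoleic acid list. It reported *alox5b.3* and *cyp2p10* as higher in the same RNA-seq data, so these counts do not test its result independently. The 2 lists share genes, since 19 of the 59 arachidonic acid genes and 19 of the 29 linoleic acid genes are also on another list. The median log2 fold change was 0.18 for the arachidonic acid list, with 36 genes higher and 23 lower (limma's camera, adjusted p = 0.381 over 4 pathway lists), and −0.11 for the linoleic acid list, with 11 genes higher and 18 lower (adjusted p = 0.397). Neither passed under an estimated correlation or under fry. The *tulp1*-dKO samples differed from each other. Samples 1, 2 and 3 lay at medians of −0.02, 0.28 and 0.39 from the wt mean for the arachidonic acid list and at −0.52, −0.14 and 0.44 for the linoleic acid list. Without *tulp1*-dKO sample 1 the arachidonic acid metabolism list had a median of 0.31 (limma's camera, p = 0.00171), and without wt sample 2 a median of 0.24 (p = 0.0450), where no exact test of the samples was run. The linoleic acid metabolism list had a median of 0.18 without *tulp1*-dKO sample 1 (limma's camera, p = 0.352), 0.03 without wt sample 2 (p = 0.977) and −0.26 without *tulp1*-dKO sample 3 (p = 0.00374), again without an exact test. For both lists, splits of the 6 samples that mix wt and *tulp1*-dKO gave smaller p by camera than any of these fits.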

The Gene Set Enrichment Analysis (GSEA) also showed a tight correlation between ferroptosis and the *tulp1-*dKO gene sets (Fig. 5B). 

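A list of 61 ferroptosis genes, of which 59 were tested, was compared by camera and fry in place of the GSEA. In *tulp1*-dKO zebrafish 40 of the 59 genes were higher and 19 lower, with a median log2 fold change of 0.09, where the median of all genes tested was 0.05. The list did not differ from the other genes by limma's camera (p = 0.471, or p = 0.509 with an estimated correlation) or from 0 by fry (p = 0.0968). None of its genes passed the thresholds for all genes or had a p of at most 0.05 adjusted over the list alone, and 10 had an unadjusted p of at most 0.05. Its highest log2 fold change was 1.43, so *atf3*, *alox5b.3* and *cyp2p10*, which the paper links to ferroptosis, are not on it. Each of them passed the thresholds for all genes, with log2 fold changes of 2.75, 3.40 and 1.62 (adjusted p = 0.00286, 0.0386 and 0.00874 from limma). The result therefore holds for this hand list alone. *tulp1*-dKO samples 1, 2 and 3 lay at medians of 0.07, 0.05 and 0.10 from the wt mean, and wt samples 1, 2 and 3 at −0.03, 0.04 and 0.01. *gss* (ENSDARG00000037706) fell from 37.3 ± 7.13 TPM to 22.2 ± 2.46 TPM (mean ± SD, n = 3 samples each), a log2 fold change of −0.73 (SE 0.16, adjusted p = 0.0827 from limma with Benjamini-Hochberg adjustment).

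**Figure D2:**
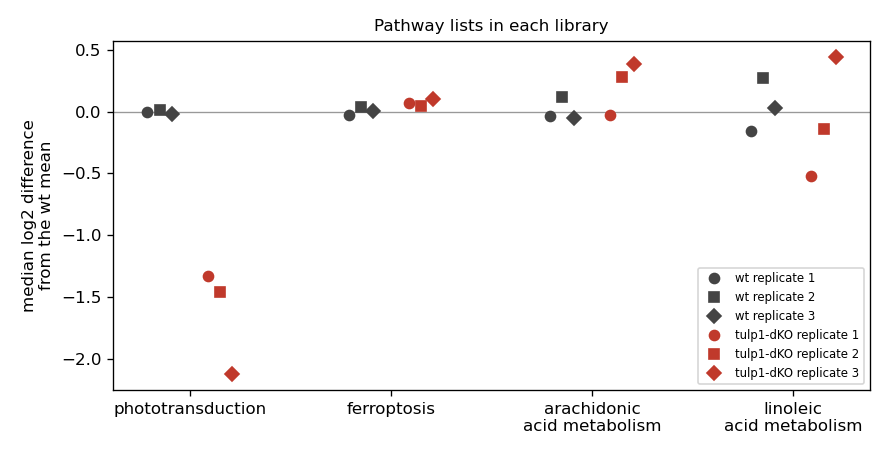
Median log2 difference from the wt mean over the genes of the 4 pathway lists, for each of the 3 wt and 3 *tulp1*-dKO samples. The phototransduction list lies between −2.13 and −1.33 in the *tulp1*-dKO samples, and the ferroptosis list between 0.05 and 0.10.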

The iron-containing enzyme lipoxygenase is the main promotor of ferroptosis through the production of lipid hydroperoxides [33]. The expression of genes involved in the iron homeostasis and lipid peroxidation was verified by qRT-PCR (Fig. 5C–H). Consistent with RNA-seq data, the expression of *ptgs2b*, *alox5b.3*, *cyp2p9*, *cyp2p10*—the in vivo biomarkers for ferroptosis that contributes to lipid peroxidation [33, 34]—was significantly increased in the *tulp1-*dKO zebrafish (Fig. 5C–F). Furthermore, accumulation of lipid, detected using BODIPY and Nile red staining, was observed in the *tulp1-*dKO retina (Fig. 5I, J). In addition, we also detected iron accumulation by Perls/DAB staining. 

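In the RNA-seq of heads at 4 dpf, the mRNA levels of all 4 genes were higher in each *tulp1*-dKO sample than in each wt sample, and 2 of the 4 passed the thresholds for all genes. *cyp2p10* (ENSDARG00000042990) rose from 2.69 ± 0.549 TPM to 8.36 ± 0.736 TPM (mean ± SD, n = 3 samples each), a log2 fold change of 1.62 (SE 0.18, adjusted p = 0.00874 from limma with Benjamini-Hochberg adjustment). Its adjusted p from limma was at most 0.05 under 13 of 16 alternatives and between 0.00767 and 0.065. *alox5b.3* (ENSDARG00000069966) was close to 0 in wt, at 0.13, 0.22 and 0.18 TPM, and was at 5.11, 3.63 and 1.14 TPM in *tulp1*-dKO zebrafish, a log2 fold change of 3.40 (SE 0.58, adjusted p = 0.0386 from limma). The size of this change depends on the pseudocount and was 1.74 at a pseudocount of 1, and the adjusted p from limma was at most 0.05 under 6 of 15 alternatives, between 0.0154 and 0.165. *ptgs2b* (ENSDARG00000010276) rose from 3.62 ± 1.65 TPM to 8.64 ± 0.614 TPM, a log2 fold change of 1.32 (SE 0.30, unadjusted p = 0.00295, adjusted p = 0.0861 from limma). Without wt sample 3, which had the highest of the wt values (5.43 TPM), the log2 fold change was 1.66 with an adjusted p of 0.0268 from limma, and over all alternatives the adjusted p lay between 0.0268 and 0.263. *cyp2p9* (ENSDARG00000022631) rose from 2.15 ± 1.12 TPM to 5.18 ± 1.68 TPM, a log2 fold change of 1.29 (SE 0.38, unadjusted p = 0.0110, adjusted p = 0.153 from limma), with adjusted p values of 0.107 to 0.371 over the alternatives. *cyp2p9* and *cyp2p10* are paralogs, and reads may be shared between them, which was not measured here. The split of expression between the 2 genes is therefore uncertain.

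**Figure D3:**
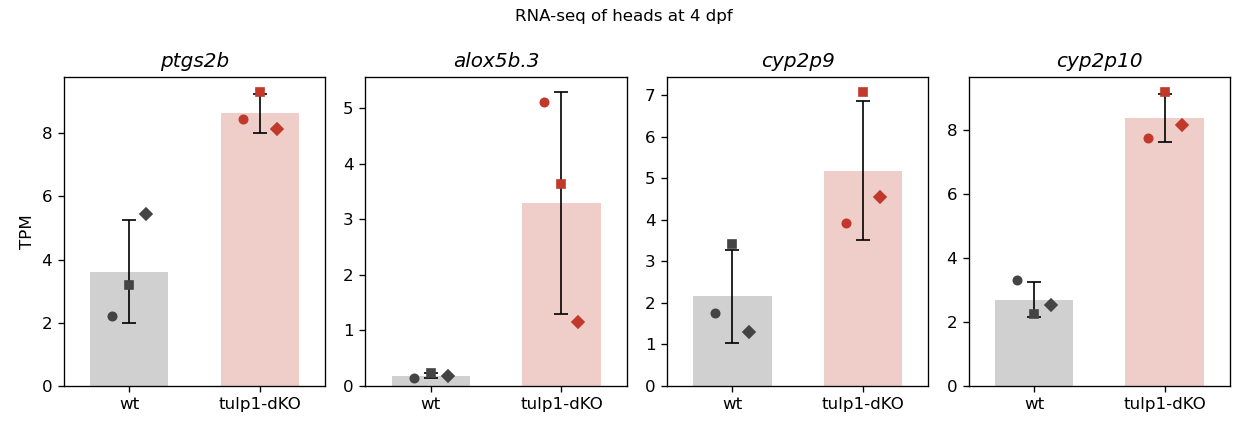
TPM of *ptgs2b*, *alox5b.3*, *cyp2p9* and *cyp2p10* in the heads of wt and *tulp1*-dKO larvae at 4 dpf. Bars show the mean and error bars the SD of 3 samples, and the markers show the samples; the *tulp1*-dKO samples of *alox5b.3* spread from 1.14 to 5.11 TPM.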

The results showed that there was markedly increased iron signaling in the photoreceptors of *tulp1-*dKO zebrafish compared with wt zebrafish at 4 dpf (Fig. 5K). Consistent with this iron accumulation, the expression of *fthl28* and *cp* was upregulated in the *tulp1-*dKO zebrafish (Fig. 5G, H), suggesting a disruption in iron homeostasis [35–37]. ATF3 contributed to ferroptosis via increasing H_2_O_2_ and iron [38], while the expression of *atf3* was upregulated in the *tulp1-*dKO zebrafish, suggested the activation of ferroptosis in *tulp1-*dKO zebrafish (Fig. S7). Morphology of mitochondria is also one of the features of ferroptosis [32]. TEM results showed mitochondria exhibited changes characteristic of ferroptosis, including shrinkage and disappearance of cristae in the inner segments of *tulp1-*dKO zebrafish compared with wt zebrafish (Fig. 5L). However, the expression levels of Gpx4a and Gpx4b were unchanged as detected by qRT-PCR and western blot (Fig. S8). Based on the above, we conclude that ferroptosis participates in the photoreceptor degeneration seen in *tulp1-*dKO zebrafish.

**Fig. 5:**
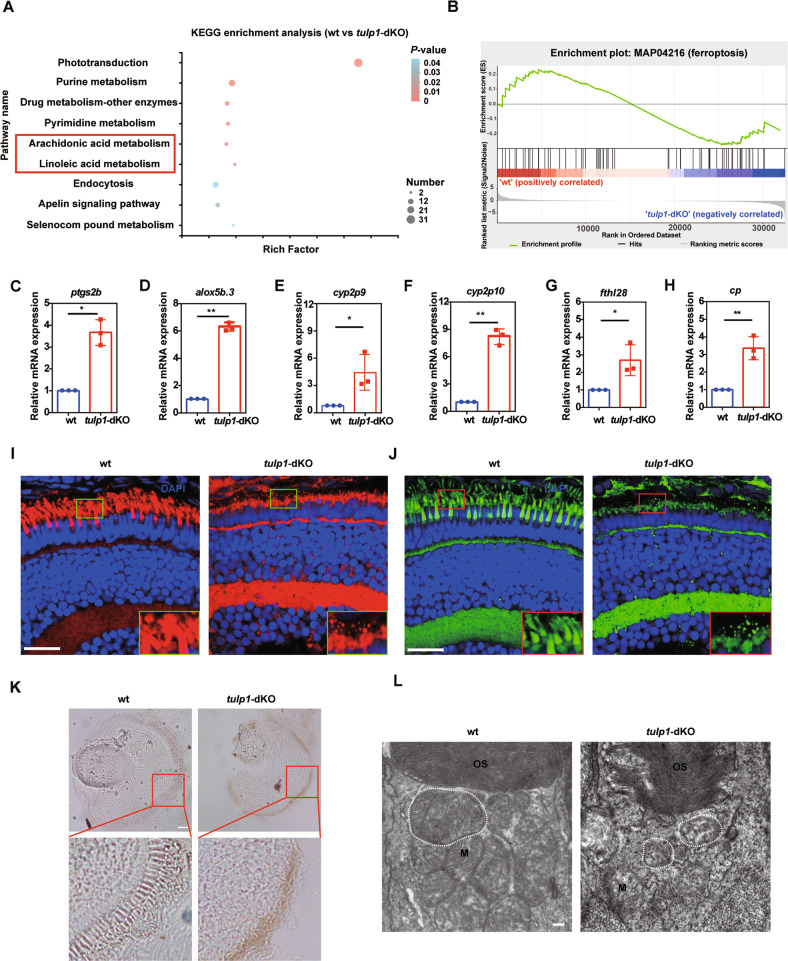
Ferroptosis signaling pathway was activated in *tulp1*-dKO zebrafish. **A** KEGG pathway enrichment analysis of the genes identified to be differentially expressed between wt and *tulp1*-dKO groups. The significantly enriched pathways are shown. **B** GSEA of ferroptosis-related genes. **C**–**H** Relative expression of genes involved in ferroptosis was detected by qRT-PCR at 4 dpf. Mean ± SD. *P < 0.05. **P < 0.01. Lipid droplets performed by Nile Red (**I**) or BODIPY (**J**) in wt and *tulp1*-dKO zebrafish at 4 dpf. Enlarged images of the boxed areas are shown in the lower right corner. Scale bar: 20 µm. **K** Perls/DAB staining in wt and *tulp1*-dKO zebrafish at 4 dpf. Enlarged images of the boxed areas are shown beneath. Scale bar: 25 µm. **L** TEM images of mitochondria from wt and *tulp1*-dKO zebrafish. M, mitochondria. OS, outer segment. Scale bar: 0.2 µm.

## Discussion

Shortened cilium in photoreceptors impedes the transporting of opsins and leads to the mislocalization in *tulp1-*dKO zebrafish. RNA-seq analysis and subsequent experiments suggest that downregulation of *tekt2* might be the cause of the shortened cilium and indicates an important role of ferroptosis in photoreceptor degeneration. This is the first time that the effect on cilia formation of TULP1 depletion has been elucidated. In addition, in vitro luciferase assay confirmed the possibility of TULP1 as a transcription factor (Fig. 6).

**Fig. 6:**
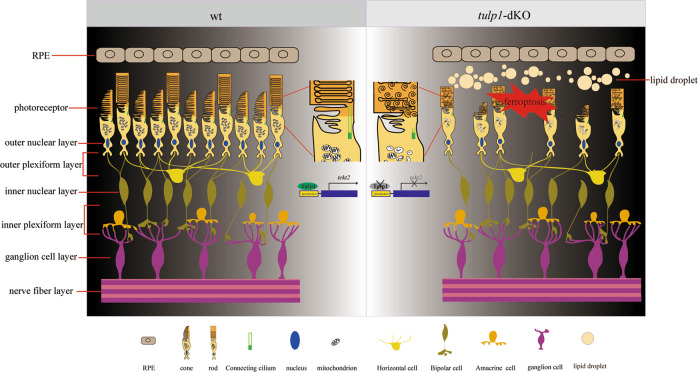
Schematic summary of the main findings in this study. Depletion of Tulp1a and Tulp1b in zebrafish diminished the transcriptional activity of *tekt2*, which impaired the ciliogenesis of photoreceptors, and thus interfering the trafficking of opsins. Eventually, ferroptosis was activated in photoreceptors, and retina was degenerated.

Loss of TULP1 results in severe early-onset retinal degeneration. Although many recent studies have explored the function of TULP1, there are some problems that remain unresolved: (1) Tubby proteins were predicted to be the transcription factors [12, 39], but the direct evidence for their role as transcription factors has not been reported; (2) Protein mislocalization has been reported in *Tulp1* knockout mice, although how *TULP1* mutation causes protein mislocalization has not been studied; (3) The mechanism of photoreceptor degeneration in *TULP1* mutant patients is not clear.

In the present study, we utilized the zebrafish to investigate the function of TULP1 and to explore the above questions. In *tulp1a*^*−/−*^ zebrafish, we observed, specific mislocalization of opsins in UV cones that then suffered degeneration. In *tulp1b*^*−/−*^ zebrafish, there was a retinitis pigmentosa phenotype. The different phenotypes in the two models may be due to the different expression levels of the two genes in different photoreceptor cells, a possibility that can be resolved through further study. Lital et al. showed that TULP1 is required for specific localization of PRCD by direct interaction [23]. In contrast, in the present study, no colocalization of Tulp1b and Rhodopsin was found, suggesting that Tulp1 does not mediate Rhodopsin transport by direct interaction. Cross-sectional views of cilium had the normal 9 + 0 arrangement of microtubule pairs in mice [15], suggesting that the basal body of cilium is normal. In our study, we demonstrated that *tulp1a* and *tulp1b* affected the length of cilium in photoreceptors and caused subsequent mislocalization of proteins. Recently, Hong *et al*. suggested that TULP1 transfection could not rescue cilia formation and length in *TULP3* KO RPE1 cells [22], a finding that is not consistent with our results probably due to differential requirements of TULP1 for ciliogenesis in each cell type.

Tekt2 is a member of Tektins, originally identified as structural components of axonemal doublet microtubules in cilia and flagella [31]. Human TEKT2 has been suggested to be an indicator of sperm motility loss [40]. Rebecca et al. demonstrated that one member of this family, Tektin-1, is a positive regulator of cilium length [41]. Our analysis showed that *tekt2* was downregulated prior to the emergence of shortened cilium, fueling our speculation that *tekt2* has specific functions in ciliogenesis in the photoreceptor. As Tulp1a and Tulp1b indeed enhanced the transcriptional activity of the *tekt2* promoter, we surmise that *tekt2* is one of the downstream effectors of Tulp1a and Tulp1b in zebrafish. However, the direct interaction and other target genes require further investigation. These results also indicated that *tekt2* might be a candidate gene of retinal disease.

Iron dyshomeostasis and lipid peroxidation are features of ferroptosis. In addition to being a cofactor of iron-containing lipoxygenase, iron can also generate free radicals directly through the Fenton reaction, leading to lipid peroxidation [42, 43]. In our study, iron accumulation, lipid droplets, and abnormal mitochondria in retina were detected in the *tulp1-*dKO zebrafish. The genes involved in lipid peroxide, such as *ptgs2b*, *alox5b.3, cyp2p9, cyp2p10*, were considerably upregulated. Together, these results indicate that ferroptosis contributes to the death of photoreceptors in *tulp1-*dKO zebrafish. However, what causes the iron accumulation is unclear. Based on our own and other studies, we speculate that the disturbed visual cycle and phototransduction cascade may cause the disorder of iron homeostasis, as the enzymes involved in these two processes such as RPE65, GC, GCAP5 are iron-dependent [44]. In addition, abnormal connection between RPE and photoreceptors cause disordered iron homeostasis, as that iron is recycled through phagocytosis [45]. As for lipid accumulation: with the rapid degradation of photoreceptors, a large number of outer segments (containing high levels of polyunsaturated fatty acids), which could not be phagocytized and digested by RPE cells in a timely fashion, accumulated in the photoreceptor layer, so resulting in lipid accumulation. Caberoy *et al*. suggested that Tulp1 could facilitate phagocytosis through MerTK [46], such that knockout Tulp1 may decrease the effect of RPE phagocytosis. Masek et al. revealed that loss of the Bardet-Biedl syndrome 1 (important for ciliary transport) in zebrafish locally disrupted lipid homeostasis [47]. Here, in our model, abnormal ciliary transport may lead to disturbed lipid homeostasis. GPX4 is a central inhibitor of ferroptosis, GPX4 degradation or inhibition can promote ferroptosis [48]. The reason why the expression of Gpx4 was unaffected in our zebrafish *tulp1*-dKO model remains unclear. Possibly, there may another GPX family protein or GPX4-independent systems responsible for the inhibition of ferroptosis in retinal cells during retinal degeneration. Further studies are needed to demonstrate this assumption in the future. Given that iron-mediated ferroptosis is involved in the death of photoreceptors in the *tulp1-*dKO zebrafish, it is plausible that an iron-chelating agent may be useful in treatment. Our current study also raises an intriguing question as to a possible role of ferroptosis in retinal diseases caused by other genes.

In conclusion, we revealed an essential role of TULP1 in ciliogenesis and survival of photoreceptors. Our results showed that Tulp1a and Tulp1b might act as transcription factors to regulate the expression of *tekt2* to affect ciliogenesis. The *tulp1-*dKO zebrafish line may be extremely useful in providing further insights into the physiological function of TULP1 in ciliogenesis and the role of ferroptosis in inherited retinal degeneration, and therefore act as a basis for new strategies for the prevention and treatment of such diseases.

## Materials and methods

### Zebrafish maintenance and breeding

The zebrafish were kept in the recirculating water system (pH 6.6–7.4, 26–28.5 °C) with a daily cycle of 14 h of light and 10 h of dark. The zebrafish embryos were collected and placed in E3 medium and kept in a 28.5 °C incubator until hatched. To avoid bias affecting the selection of zebrafish, we randomized the embryos for all experiments, no blinding was used. There were no inclusion or exclusion criteria used in the selection of the animals. All studies were approved by the Ethics Committee of Huazhong University of Science and Technology.

### Generation of zebrafish knockout lines

The CRISPR/Cas9 system was purchased from the China Zebrafish Resource Center (CZRC). CRISPR/Cas9 target sites were designed using the online tool CHOPCHOP (http://chopchop.cbu.uib.no/) [49]. The single-guide RNAs (sgRNAs) and Cas9 mRNA were synthesized using the in vitro transcription kits (Thermo Scientific and Ambion). Wild-type (wt) zebrafish embryos at the one-cell stage were co-injected with the Cas9 mRNA and sgRNAs. The detailed experimental methods have been described previously [50].

### Hematoxylin and eosin (H&E) staining

The eyes of zebrafish were fixed with 4% PFA for 3 h at room temperature (RT), dehydrated with 30% sucrose overnight at 4 °C, and then embedded in OCT and sectioned as described in previous studies [51]. The sections were stained with the Hematoxylin and Eosin Staining Kit (Beyotime, Shanghai, China). Images were captured by optical microscope BX53.

### Immunofluorescence

The frozen sections were dried at RT, soaked in PDT (PBS containing 1% DMSO and 0.1% TritonX-100) twice for ten minutes to remove the OCT, then blocked with PBDT (PDT containing 1%BSA) containing 10% goat serum for 1 h at RT. After removing the blocking solution, the slides were incubated with the primary antibody overnight at 4 °C (Nile Red and BODIPY staining were incubated for 10 min at RT). The slides were washed three times with PDT and incubated with the secondary antibody of the corresponding species for 1 h at 37 °C in the dark. Following by staining the cell nucleus with DAPI and washing with PBS, the sections were mounted with 50% glycerol in PBS. The fluorescence images were captured with a confocal laser-scanning microscope (FV3000, Olympus). The list of the primary antibodies is provided in Table S1.

### Western blot

About 35 heads of zebrafish larvae age of <7 day post-fertilization (dpf) or three eyes of adult fish were collected and sonicated in RIPA Lysis Solution (Beyotime, Shanghai, China). The loading buffer was added and the protein samples were boiled for 10 min and then cooled on ice for 5 min. Protein concentration was measured with the BCA Protein Assay Kit (Beyotime, Shanghai, China). Western blot was performed as described previously [52]. The membranes were rinsed with SuperSignal® ELISA FemtoMaximum Sensitivity Substrate (Thermo Scientific, USA) and pictures were captured with ChemiDoc XRS + imaging system (Bio-Rad Laboratories). The list of antibodies used in the western blot is provided in Table S1.

### Real-time fluorescence quantitative PCR (qRT-PCR)

Heads of the embryos were used for total RNA extraction. For each sample, 35 embryos were used. Total RNA was extracted with the RNA isolater Total RNA Extraction Reagent (Vazyme Biotech, Nanjing, China). The cDNA was synthesized using the HiScript II Q RT SuperMix for qPCR (+gDNA wiper) kit (Vazyme Biotech, Nanjing, China) according to the manufacturer’s manual. qRT-PCR was performed using the AceQ™ qPCR SYBR Green Master Mix (Vazyme Biotech, Nanjing, China) on the StepOnePlus™ real-time PCR system (Life Technologies). Data were analyzed with the GraphPad 5.1 software. Primers used for qRT-PCR are listed in Table S2.

### Transmission electron microscopy (TEM)

For ultrastructural analysis, zebrafish embryos at 5 dpf were collected and processed as previously described [53]. The embryos were fixed in 2.5% glutaraldehyde (Servicebio, Wuhan, China) overnight at 4 °C. After three washes with PBS buffer, the embryos were further fixed in 1% osmium tetroxide for 2 h at RT. Next, the embryos were gradient dehydrated with ethanol and incubated in acetone for 20 min at RT. After treatment with propylene oxide, the embryos were embedded in epoxy resin. Then Reichert-Jung ultramicrotome was then used to produce ultrathin slices. Images were taken using the transmission electron microscope (HT7700, Hitachi, Japan).

### Whole-mount in situ hybridization

Whole-mount in situ hybridization (WISH) was performed as previously described [54]. In brief, all DNA templates for the RNA probes were amplified from the cDNA library of whole embryos at 4 dpf, and cloned into the pGEM®-T Easy plasmid (Promega, A1360). The sequences of the in vitro transcription templates were validated by Sanger sequencing. The RNA probes were transcribed using the MAXIscript™ SP6/T7 Transcription Kit (Invitrogen, USA). The primer sequences used to amplify the DNA templates for synthesizing RNA probes were as follows: *tulp1a*: forward, AAAGAAGAAAGGCAAAGG; reverse, GTATCGGCACTCGCTCA. *tulp1b*: forward, AAAGAAAGCGGCCAAATCCGA; reverse, CGGGTCACTTTGCACTTCAC. *tekt2*: forward, GCCGGGCAAGGGAAGAGATG; reverse, AGCGCTGCCGGGTCTGGT.

### Perls/DAB staining

The retinal frozen sections were treated with 30% hydrogen peroxide solution to remove pigment and soaked in PBS 3 times for 2 min each. The sections were then incubated with Perls reagent (5% potassium ferrocyanide (Sigma, P3289) and 5% HCl in ddH_2_O) for 1 h at 25 °C. After removing the Perls reagent, the sections were washed with ddH_2_O 3 times for 2 min each. Sections were treated with DAB solution (Servicebio, China) for 30 min to amplify the signals, and then washed with ddH_2_O 3 times for 5 min each. Finally, sections were mounted with 90% glycerol in PBS (PH 7.6) and imaged with optical microscope BX53.

### Cell culture, plasmid construction, and Luciferase Reporter Assay

ZF4 cells were raised using DMEM-12 (Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12, Gibco, Grand Island, New York, USA) containing 10% fetal bovine serum (FBS, Biological Industries) at 28.5 °C in the presence of 5% CO_2_. The full-length coding sequence of *tulp1a* and *tulp1b* were separately subcloned into the pEGFP-C1 vector (Miaolingbio, P0134). The promotor region (2.1 kb) of *tekt2* was subcloned into the pGL3-basic luciferase reporter vector. Primers are listed in Table S3. Plasmids were transfected into ZF4 cells with X-tremeGENE HP DNA Transfection Reagent (Roche) in OMEM (Opti-MEMI Reduced Serum Medium, Gibco). The medium was changed to DMEM-12 containing 10% FBS after 8 h incubation. After 36 h, the cells were harvested and the activity of luciferase was examined using the Dual Luciferase® Reporter Assay System (Promega, Madison, Wisconsin, USA). The experiments of HEK293, HEK293T, and ARPE-19 cells were performed as described previously [53, 55]. All cells were routinely tested for mycoplasma at regular intervals throughout the whole course of the study.

### RNA-seq and bioinformatics analysis

The heads of zebrafish larvae at 4 dpf were dissected for RNA extraction. Nanodrop2000 was used to measure the concentration and purity of the RNA samples. Agarose gel electrophoresis and Agilent were used to estimate the integrity of RNA. RNA-Seq was performed on Illumina Novaseq 6000 platform by Majorbio (Shanghai, China). Sequencing data were mapped to the reference genomes (the zebrafish GRCz11 genome) using HISAT2 software [56, 57]. RSEM was used to obtain the Read Counts of each gene/transcript by comparing the results to the genome and the genome annotation file, and then TPM conversion was performed to obtain the standardized gene/transcript expression level [58]. Differentially expressed (DE) genes were determined by the R package DESeq2 using the following cut-off values: FC ≥ 2 and adjusted *P*-value ≤ 0.05. KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed on DE genes using scripts written in R language with default parameters. The KEGG pathway is considered as significantly enriched if *P*-value ≤ 0.05. Gene Set Enrichment Analysis (GSEA) and Volcano analysis were performed using the online Hiplot (https://hiplot.com.cn/) [59].

### Statistical analysis

All data were analyzed with a two-tailed *t*-test by using the GraphPad Prism 6 software and represented as mean ± SD. All the experiments were independently repeated at least three times. *P*-value was used to indicate significance: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. n.s (no significance) *P* > 0.05.

## Supplementary information

Supplemental Material

Original western blots

aj-checklist

Table S1

Table S2

Table S3

Table S4

## Data Availability

The NGS data are available under the GEO accession numbers: GSE214642

# Supplementary material for: Tulp1 deficiency causes early-onset retinal degeneration through affecting ciliogenesis and activating ferroptosis in zebrafish
**Source:** Cell Death Dis. 2022 Nov 17;13(11):962. doi: 10.1038/s41419-022-05372-w
**Supplement:** Supplementary file 1 — Supplemental Material

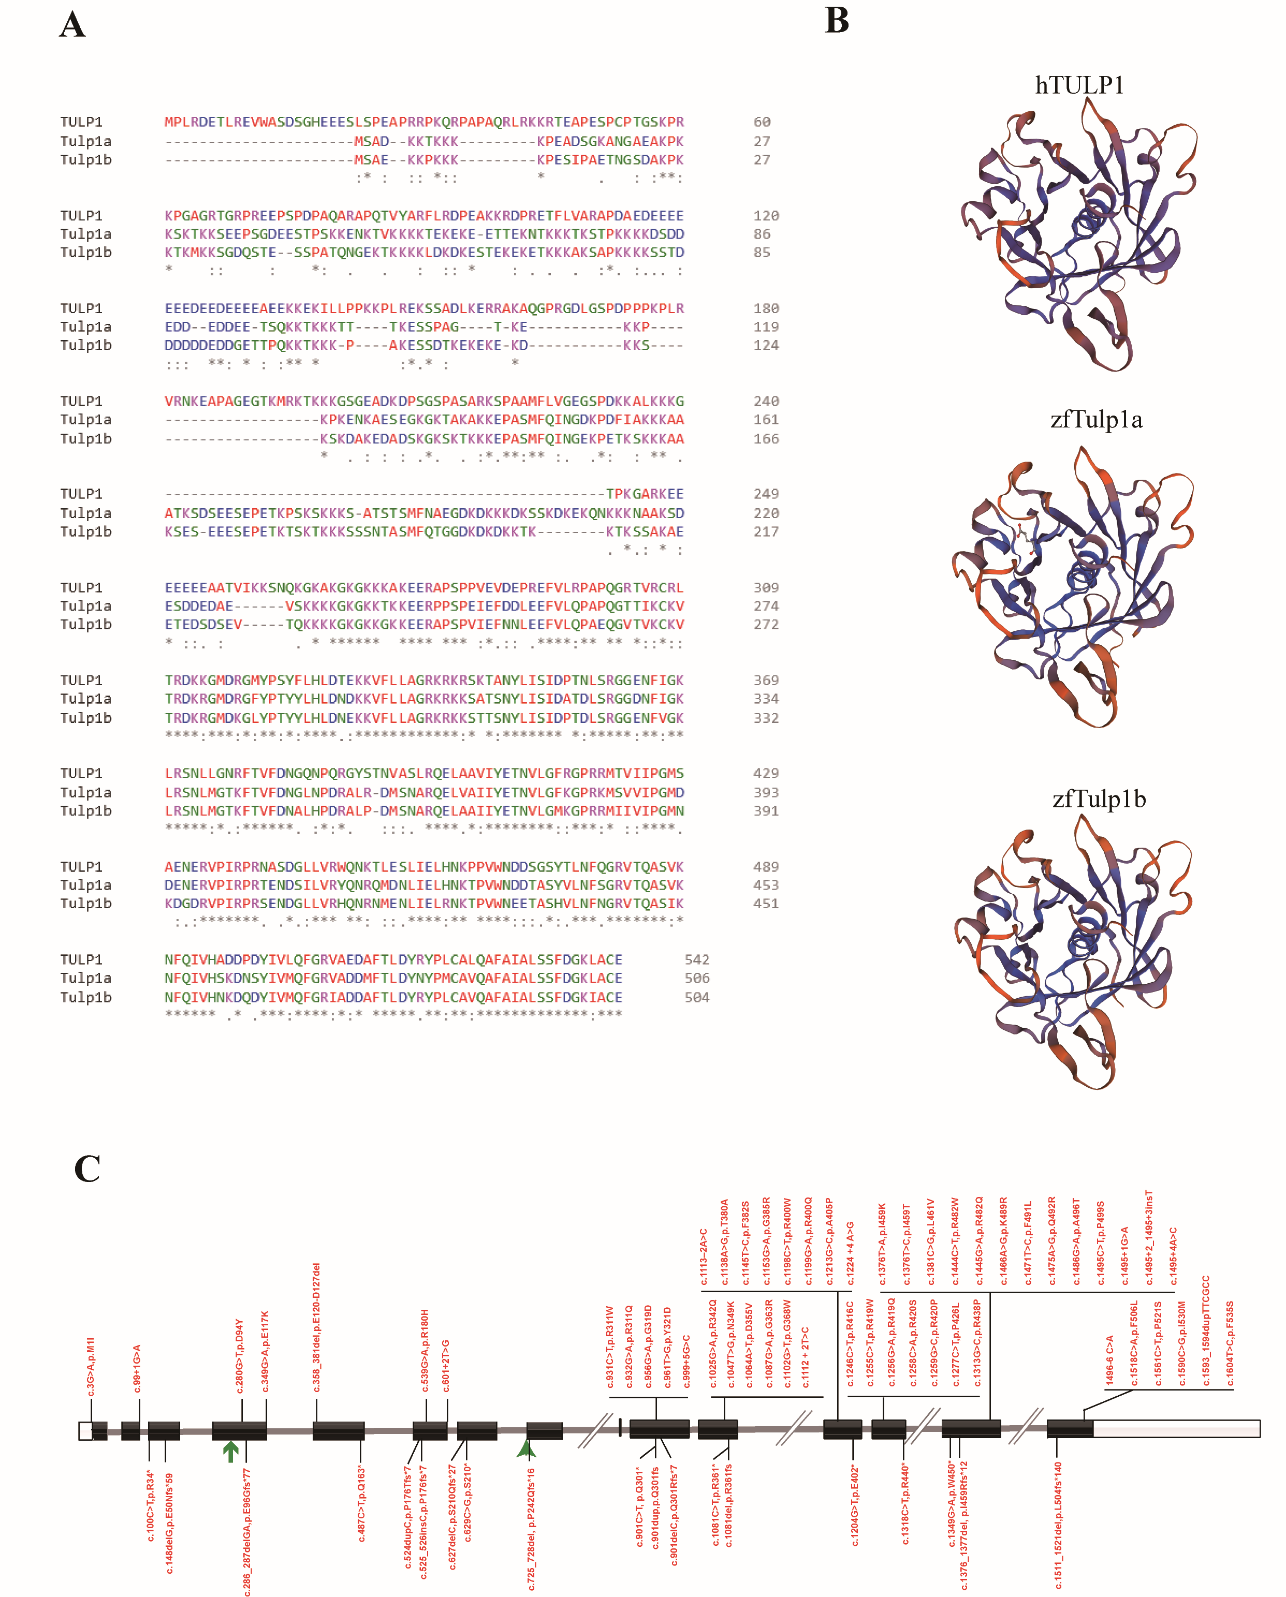

**Figure S1** Protein conservation analysis of TULP1 in human and zebrafish. (A) Sequence alignment showing the conserved regions in TULP1 between human and zebrafish. (B) Three-dimensional molecular structure of tubby domain of TULP1 in human or zebrafish. (C) The schematic representation of pathogenic mutations found in *TULP1* ([NM_003322.3](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?val=NM_003322.3)). The green arrow and arrowhead indicate the mutant target align with the *tulp1a* and *tulp1b*, respectively.

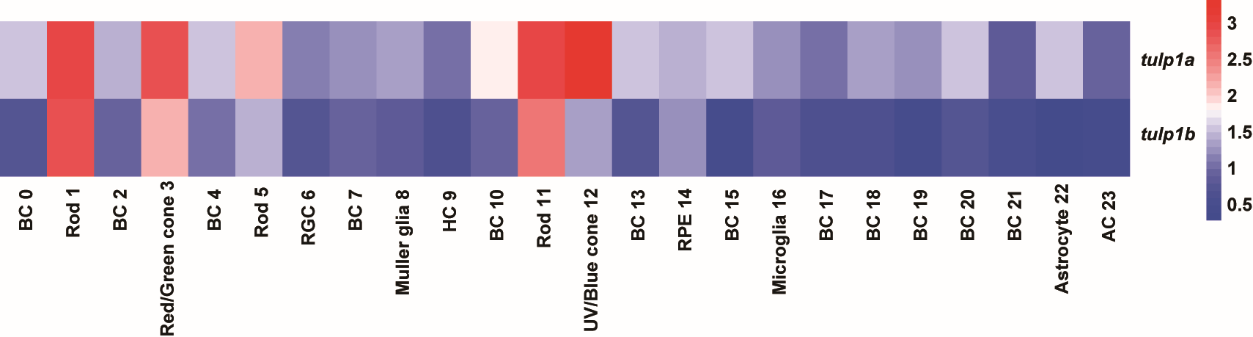

**Figure S2** Clustering analysis of the expression pattern of *tulp1a* and *tulp1b* in the retina by using data from single-cell sequencing data. AC, amacrine cells; BC, bipolar cells; RPE, retinal pigment epithelium; HC, horizontal cells; RGC, retinal ganglion cells.

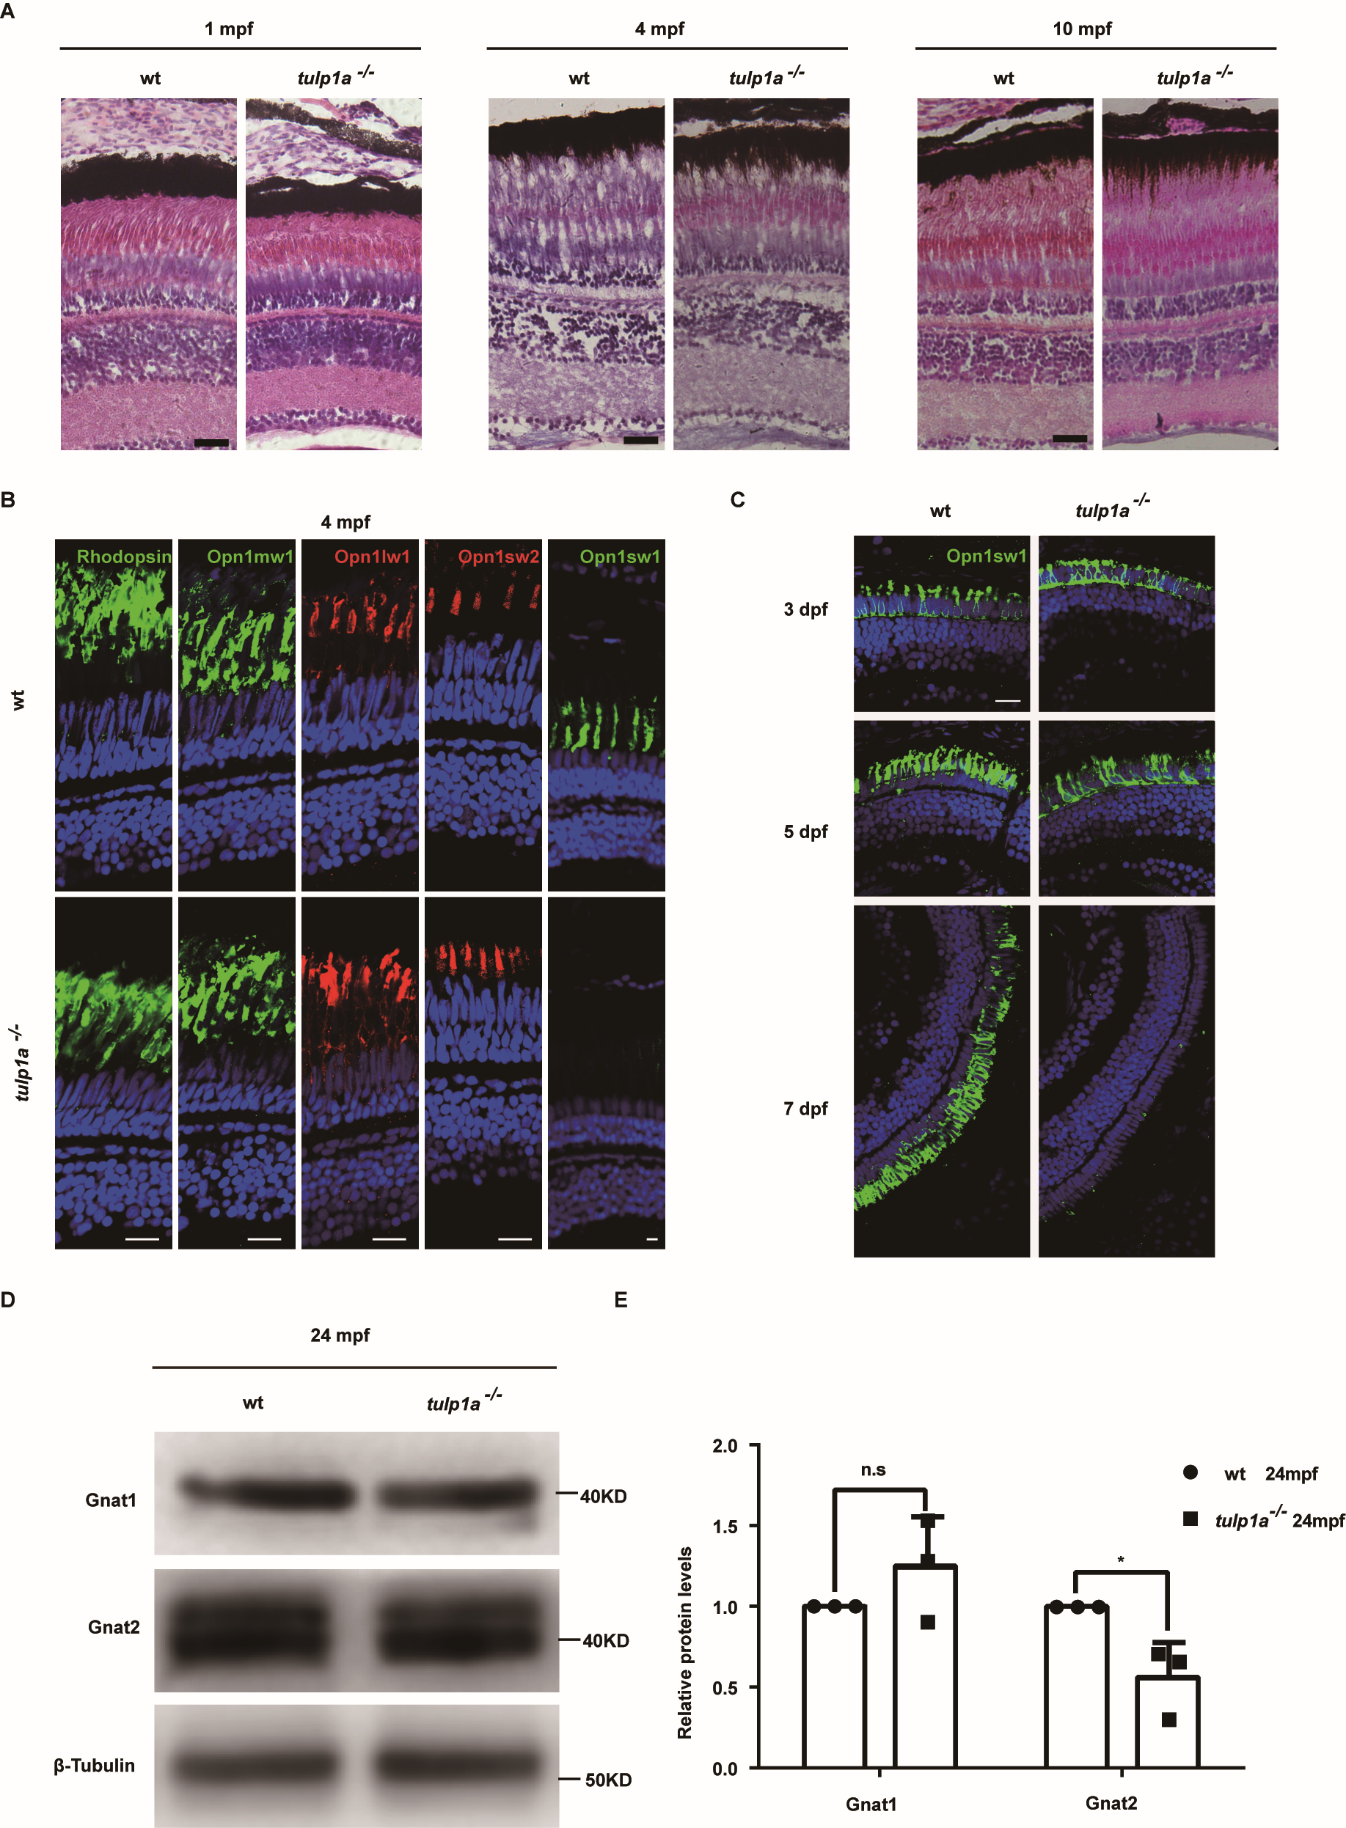

**Figure S3** The UV cone degeneration in *tulp1a^-/-^* zebrafish. (A) HE staining of wt and *tulp1a^-/-^* zebrafish at 1mpf, 4mpf, and 10 mpf. Scale bar: 25 µm. (B) The photoreceptors of wt and *tulp1a^-/-^* zebrafish were labeled with specific markers at 4mpf. Nuclei were labeled with DAPI (blue). Scale bar: 15 µm. (C) The UV cones of wt and *tulp1a^-/-^* zebrafish were labeled with Opn1sw1 at 3, 5 and 7 dpf. wt: wild-type. Scale bar: 15 µm. (D) Protein levels of Gnat1 and Gnat2 were detected in wt and *tulp1a*^-/-^ zebrafish at 24 mpf. (E) Relative protein levels of Gnat1 and Gnat2 presented in D. Mean ± SD. * *P* < 0.05, n.s (No Significance) *P* > 0.05.

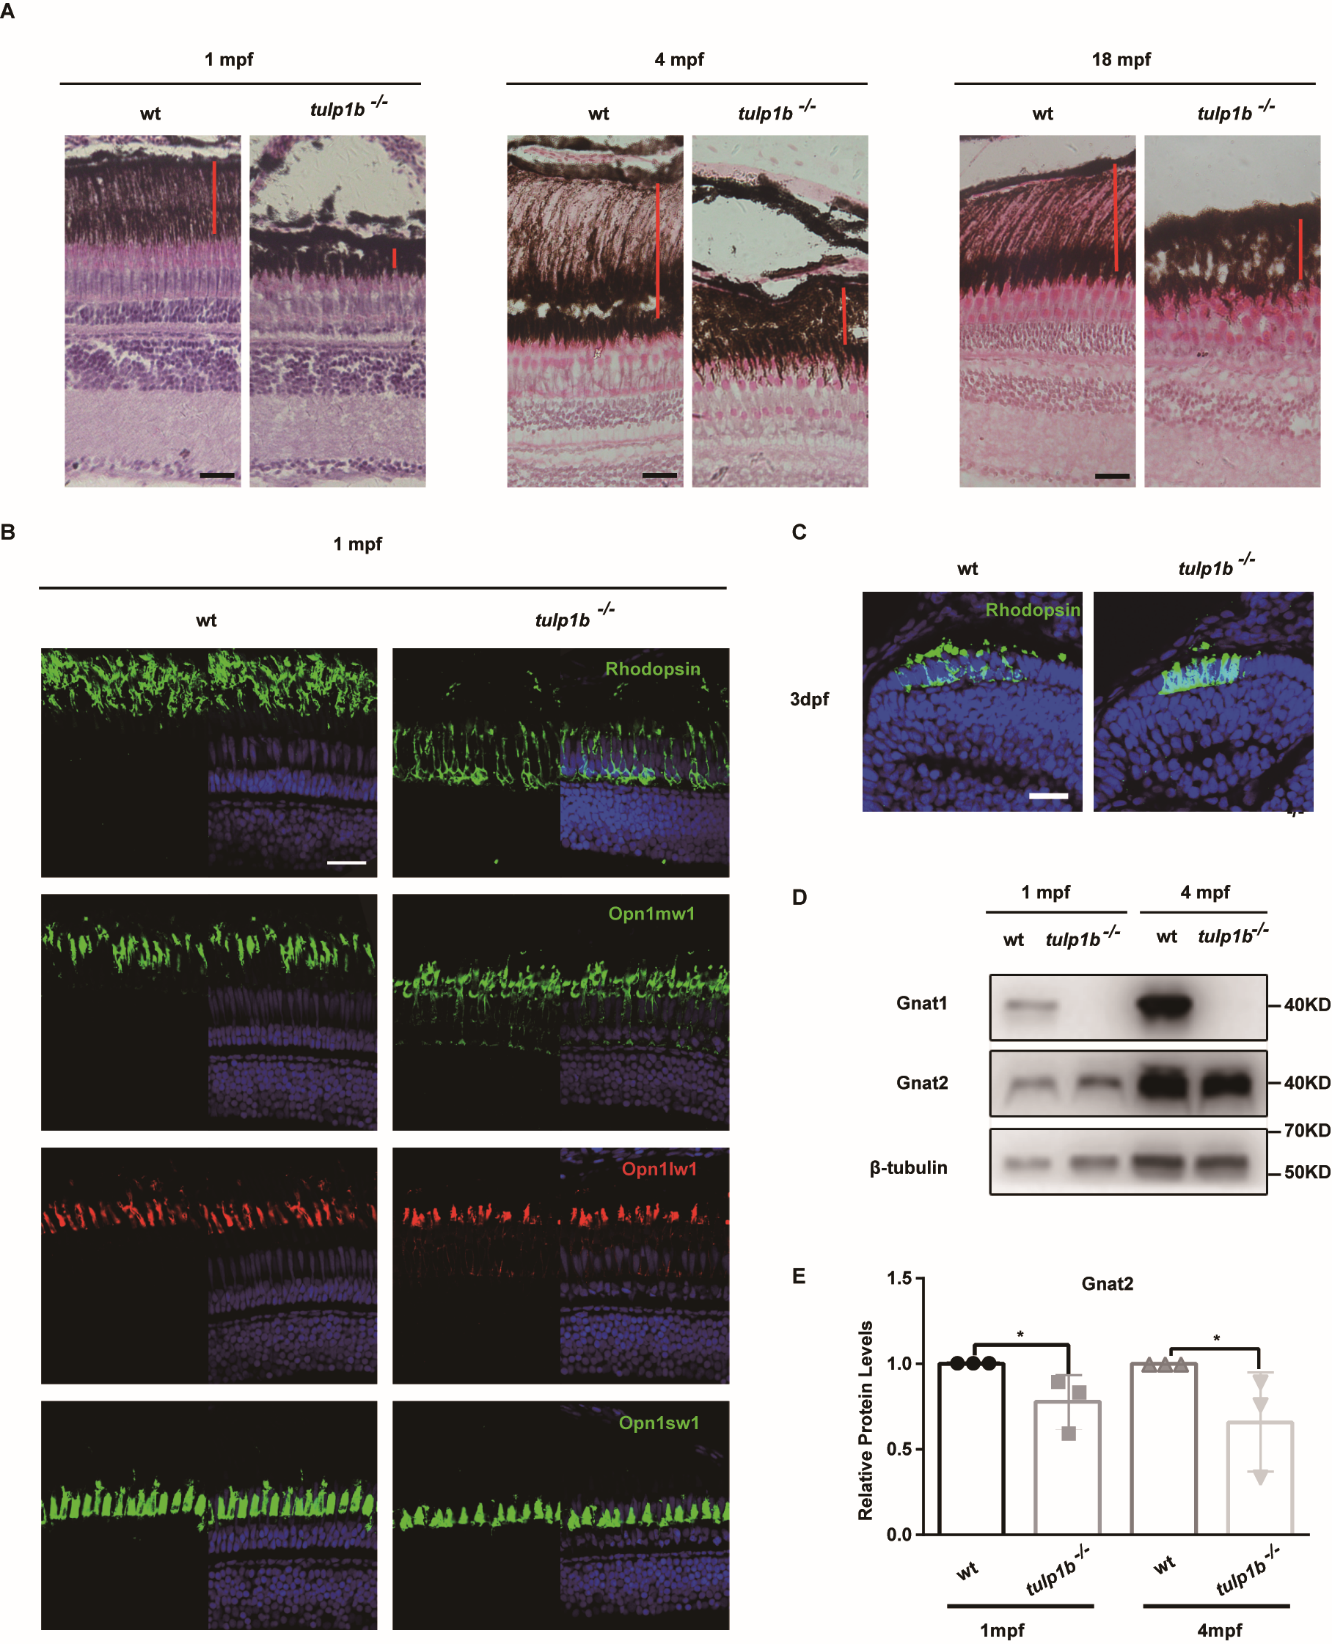

**Figure S4** Progressive retina degeneration was observed in *tulp1b* knockout zebrafish (A) HE staining of wt and *tulp1b^-/-^* zebrafish at 1mpf, 4mpf, and 18 mpf. The red lines indicate the outer segments of cones. Scale bar: 25 µm. (B) Cryosections of wt and *tulp1b^-/-^* were stained with Rhodopsin, Opn1mw1, Opn1lw1, Opn1sw1 at 1mpf. Scale bar: 25 µm. (C) The sections were stained with Rhodopsin in wt and *tulp1b^-/-^* zebrafish at 3dpf. Scale bar: 20 µm. (D) Protein levels of Gnat1 and Gnat2 were detected by western blot. (E) Relative levels of Gnat2 presented in D. Mean ± SD. (n = 3). * *P* < 0.05.

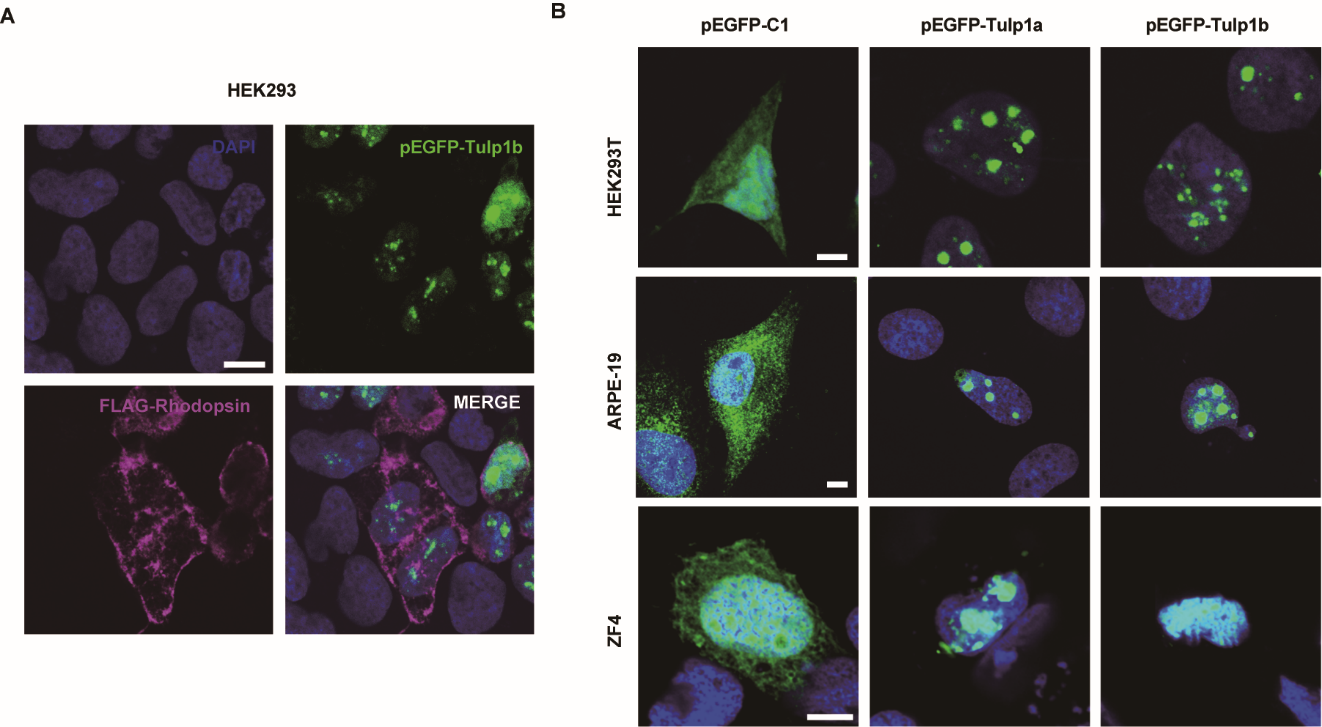

**Figure S5** Tulp1a and Tulp1b are localized in the nucleus. (A) Subcellular localization of Tulp1b and Rhodopsin in HEK293 cells. Scale bar: 2 µm. (B) Subcellular localization of Tulp1a and Tulp1b in HEK293T cells, ARPE-19 cells, and ZF4 cells. Nuclei were labeled with DAPI (blue). Scale bar: 5 µm.

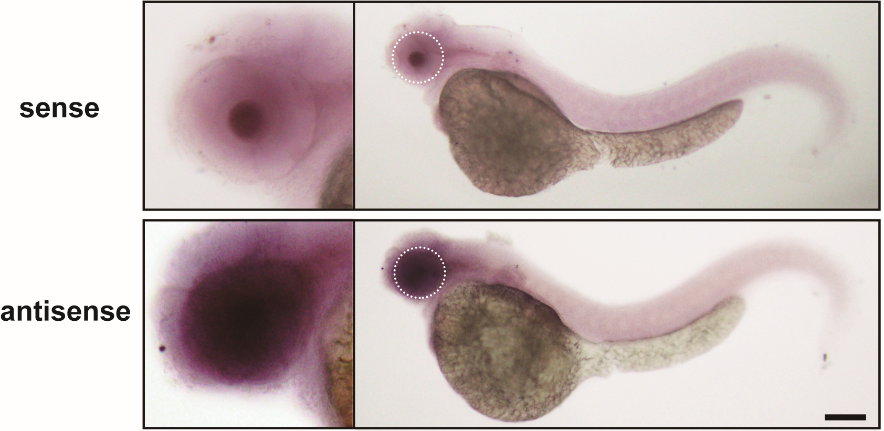

**Figure S6** The expression of *tekt2* was detected by WISH at 48h. The dashed circles show the eyes (n = 20). Scale bar: 100 µm.

­
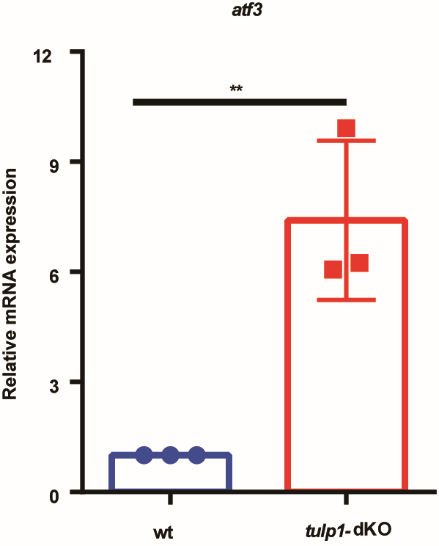

**Figure S7** The expression level of *atf3* was detected by qRT-PCR. Mean ± SD. (n = 3). ** *P* < 0.01.

**
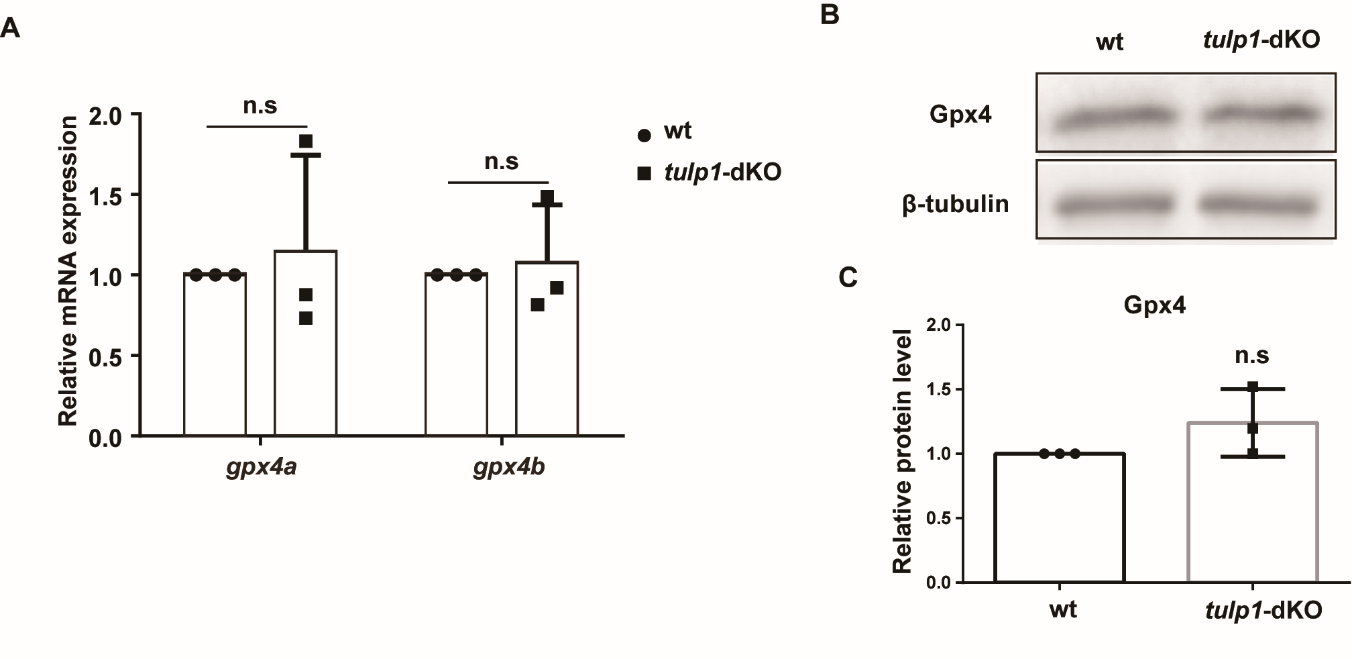
**

**Figure S8** The expression of Gpx4 was not affected in *tulp1*-dKO zebrafish. (A) The expression levels of Gpx4a and Gpx4b was detected by qRT-PCR. *18s* was used as an internal control. (B) Protein level of Gpx4 was detected by western blot. β-tubulin was used as an internal control. (C) Relative level of Gpx4 presented in B. Mean ± SD. (n = 3). n.s (No Significance), P > 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

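RNA-seq of dissected heads at 4 dpf was analysed from 3 wt samples and 3 *tulp1*-dKO samples. According to the paper's methods, the authors sequenced the libraries on the Illumina NovaSeq platform, mapped the reads to GRCz11 with HISAT2 and counted them per gene with RSEM, and the deposited values are TPM per gene, made from those counts by the authors before deposition. The values of a sample were checked to sum to between 945666 and 948860 TPM, 5.11% to 5.43% short of 1000000, so the listed genes do not make up the whole of each library. TPM values hold no read counts, so the depth of each library and the counting error of each gene are not known, and the precision of each value was taken from the spread between the 3 samples of a group. Of the listed genes, 5274 were at 0 in all 6 samples, and 1309 entries share 561 names with another entry, each of which was kept as a gene of its own.

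The authors' DESeq2 test needs counts and was not repeated. The log2(TPM + 0.1) values of the 22824 genes with a mean of at least 0.5 TPM over the 6 samples were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), *tulp1*-dKO against wt, with Benjamini-Hochberg adjustment over all genes tested. A gene was counted as changed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, the authors' thresholds. Cilium genes were counted at a log2 fold change of at most −1.5 and an unadjusted p of at most 0.05, the thresholds of Fig. 4C. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data with 200 changed genes, the limma fit recovered 198 of them with 1 false call among 22824 genes. Every simulated change was well above the log2 threshold of 1, and none was placed in a gene of the lowest levels. The noise was drawn independently for each gene. The recovery therefore does not measure how well changes nearer the threshold are found in the real samples.

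Gene lists were written by hand from general knowledge and are not the KEGG or GO lists of the authors. They cover phototransduction, ferroptosis, arachidonic acid metabolism, linoleic acid metabolism, cilium, motile cilium, rods, cones, photoreceptor transcription factors, photoreceptor synapse, bipolar cells, amacrine and horizontal cells, retinal ganglion cells, Muller glia, retinal pigment epithelium, lens crystallins, pancreas and gut, liver, skeletal muscle, erythrocytes, microglia and macrophages, circadian clock, stress response, and apoptosis and necroptosis. Names were matched to the listed names, and 76.2% to 100.0% of the names of a list were found. Each list was tested with limma's camera with a preset correlation of 0.01, with camera with an estimated correlation, and with fry. The 4 pathway lists were adjusted together, and the other lists together, by Benjamini-Hochberg adjustment. The share of changed genes in each pathway list was tested with Fisher's exact test, one-sided, against all genes tested.

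The genes named in the text are those the paper names, the 10 with the largest rise and the 10 with the largest fall among the changed genes whose groups do not overlap, and the 3 with the smallest p in each list; a gene named for another reason is said to be so. This rule, the lists, the thresholds, the tests and the alternatives were chosen before the data were examined, apart from those said to be chosen after the values were seen. The alternatives were pseudocounts of 0.5 and 1, no filter, a minimum mean of 2 TPM, median ratio scaling, quantile normalization, rescaling without the 50 most abundant genes, eBayes without trend, eBayes with trend and robust, the replicate number as a block, each sample left out in turn, and the thresholds without a minimum fold change or with an unadjusted p. Added after the data were seen were a filter for genes above 0 TPM in all 3 samples of a group, values summed over entries with the same name, and the 100 nearest tested genes on each side of *tulp1b*. All 10 ways to split the 6 samples into 2 groups of 3 were also fitted. Chromosomes were taken from a RefSeq gene table of assembly GRCz12tu, which is not the authors' assembly and was matched by name to 19279 of the genes tested, so no coordinates are given. It holds *tulp1b* but no match for *tulp1a*, and the test of genes within a set distance of the targeted genes was not run.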

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

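Of the tests used here, those of the pancreas and gut list and of the splits for the number of lists were chosen only after the result was seen. So were the runs of all lists in this part under the alternative settings.

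Of the 10 genes with the largest rise in *tulp1*-dKO zebrafish, 9 are not discussed in the paper, and every *tulp1*-dKO sample was above every wt sample for each of them. *AL807389.1* (ENSDARG00000082850), ENSDARG00000080895, *hist1h4l* (ENSDARG00000112528) and *CR318588.2* (ENSDARG00000092833) were listed at 0 TPM in all 3 wt samples, and their lowest *tulp1*-dKO values were 33.3, 7.37, 0.89 and 1.2 TPM. For ENSDARG00000092455, *cthl*, *CR450808.4*, *ecrg4b* and *lipib* the lowest *tulp1*-dKO values were 2.45, 4.01, 4.40, 25.5 and 12.5 TPM, and the highest wt values were 0.36, 0.99, 0.78, 4.48 and 4.01 TPM. A segment inherited with the *tulp1* mutations from the founder fish may carry differences unrelated to *tulp1*. Of the 212 changed genes placed on a chromosome, 13.7% lay on the chromosome of *tulp1b* and the fullest other chromosome together, and all 25 chromosomes carried at least 1, which argues against linked segments as the explanation of the changed genes as a whole. Differences between the parental fish elsewhere in the genome, and an effect of the loss of *tulp1* stay open and were not tested for these 9 genes. Reads shared between near-identical copies were tested for *hist1h4l*, of which 14 other entries of the name were tested, 4 of them moving the opposite way. Summed over its entries, a setting chosen after the data were seen, *hist1h4l* had a log2 fold change of −0.80, so its rise was not seen in the sum.

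Of the lists the paper does not discuss, 3 were higher in *tulp1*-dKO zebrafish. The pancreas and gut list had a median log2 fold change of 0.73 (limma's camera, adjusted p = 0.0375; 43 genes), the skeletal muscle list 0.13 (adjusted p = 0.00921; 41 genes) and the stress response list 0.26 (adjusted p = 0.00502; 50 genes). None of the 3 passed with an estimated correlation, and the muscle and stress response lists passed under fry. By camera the pancreas and gut list passed in 11 of 17 settings, and the other 2 lists in 16 each. The pancreas and gut median was 1.38 without *tulp1*-dKO sample 1 and 0.25 without *tulp1*-dKO sample 3, and the list did not pass without wt samples 1 or 3 (0.62 and 0.55), without *tulp1*-dKO samples 2 or 3 (0.65 and 0.25), with a minimum mean of 2 TPM or without the trend in eBayes. The muscle list did not pass without *tulp1*-dKO sample 2 (0.08), nor the stress response list without wt sample 1 (0.16). The pancreas and gut list lay at −0.477, 0.92 and 1.77 from the wt mean in *tulp1*-dKO samples 1, 2 and 3, and *prss59.2*, its most abundant gene, was at 265, 408 and 235 TPM in wt and at 223, 691 and 1156 TPM in *tulp1*-dKO zebrafish. More pancreas or gut tissue on some of the dissected heads may give such a spread, and an effect of the loss of *tulp1* cannot be told apart from it with 3 samples. Of the liver genes, 13 of 38 were higher, but the liver list lay at −0.79, −0.04 and 0.42 in *tulp1*-dKO samples 1, 2 and 3 and at −0.18, 0.29 and −0.08 in wt samples 1, 2 and 3, the order of the *tulp1*-dKO samples on the pancreas and gut list, so an amount of trunk tissue that varied between the heads stays open. The wt heads express 42 of the 43 pancreas and gut genes at a mean of at least 0.5 TPM, and 1 of them is on another list. The muscle list lay at 0.06, 0.19 and 0.12 and the stress response list at 0.21, 0.32 and 0.32 in *tulp1*-dKO samples 1, 2 and 3. The most abundant muscle genes, *actc1b*, *pvalb2*, *mylpfa*, *tnnt3b* and *pvalb1*, had log2 fold changes of 0.14, 0.28, 0.12, 0.11 and 0.41, and all 41 muscle genes are expressed in the wt heads. All 50 stress response genes are expressed in the wt heads, 3 of them are on another list, and the most abundant, *atf4a*, *hspa5*, *atf4b*, *hsp90b1* and *chac1*, had log2 fold changes of −0.11, 0.76, 0.14, 0.63 and 0.03. Of the 50 genes, 2 passed the thresholds for all genes, both higher. Among them was *jun*, with a log2 fold change of 1.24 (SE 0.17, adjusted p = 0.0205 from limma, at most 0.05 under 9 of 16 alternatives). The other was *atf3*, with a log2 fold change of 2.75 (adjusted p = 0.00286 from limma), a gene the paper reports as higher and links to ferroptosis. Of the 10 splits of the 6 samples, 3, the real one included, gave at least as many lists past the threshold, and 2 splits that mix wt and *tulp1*-dKO gave 12 lists. For the muscle and stress response lists the share of tissues in the heads and an effect of the genotype both stay open.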

How the results depend on the processing

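The filter above 0 TPM, the summed entries and the nearest genes of *tulp1b* were chosen only after the result was seen.

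The number of changed genes was between 230 and 313 under the alternatives of pseudocount, filter, scaling and eBayes, and 193 (without the trend) to 300 of them were among the 302. With the replicate block it was 134, and with an unadjusted p 950. The replicate numbers pair no samples here, since the deviations of wt and *tulp1*-dKO samples of the same number correlated at 0.029 to 0.032. Across the 6 fits that each left out 1 sample it was 99 (without wt replicate 1) to 226 (without wt replicate 3), with fewer samples in each fit. With the filter above 0 TPM it was 381, and with summed entries 289.

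The phototransduction list kept its direction and its side of the threshold under every alternative, with medians of −1.85 to −1.43 and odds ratios of 68.2 to 149.8. The ferroptosis list had medians of 0.04 (without wt replicate 1) to 0.12 and passed under none. The arachidonic acid metabolism list had medians of 0.084 (without *tulp1*-dKO replicate 2) to 0.31 across the fits that left out 1 sample, and passed without *tulp1*-dKO replicate 1 (0.31) and without wt replicate 2 (0.24). The linoleic acid metabolism list had medians of −0.26 to 0.18 across those fits, reversed without wt replicate 2 (0.03) and without *tulp1*-dKO replicate 1 (0.18), and passed without *tulp1*-dKO replicate 3 (−0.26). The odds ratio of ferroptosis genes among changed genes was 0 (10 list genes had an unadjusted p of at most 0.05), 2.93 with the replicate block and 0 to 2.32 across the fits that left out 1 sample, highest without *tulp1*-dKO replicate 1. That of arachidonic acid metabolism genes was 0 with the replicate block, 4.17 with an unadjusted p and 0 (without *tulp1*-dKO replicate 2) to 3.99 across those fits. For linoleic acid metabolism genes these were 0, 4.82, and 0 (without *tulp1*-dKO replicates 2 or 3) to 8.27. The odds ratio of changed genes on the chromosome of *tulp1b* was 0.992 to 1.96 across those fits, below 1 without wt replicate 1 and without *tulp1*-dKO replicate 1. The causes of these changes were not tested. For the arachidonic acid and linoleic acid lists, an amount of trunk tissue that varied between the heads stays open.

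Among single genes, leaving out 1 sample reversed *rpe65a* (−0.37 to 0.03, without *tulp1*-dKO replicate 3), *opn1lw1* (−0.69 to 0.91, without *tulp1*-dKO replicate 3) and *per2* (−1.73 to 0.41, without wt replicates 1 or 2). Each fit that left out 1 sample gave 19 to 27 weaker gene results, with 7 stronger in all, and the other alternatives together gave 53 weaker, 18 stronger and 989 on the same side, most of the weaker ones with the replicate block (19) and without the trend (18). A minimum mean of 2 TPM leaves some genes without a value. The test within a set distance of the targeted genes was not run. Values listed to 2 decimals limit what can be said of genes near 0 TPM.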

Differences from the paper's values

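Of the tests named in this part, only the splits of the 6 samples were chosen only after the result was seen.

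The paper reports 895 changed genes, 303 higher and 592 lower, and the limma test of the TPM values gave 302, 83 and 219. With an unadjusted p the counts were 950, 395 and 555, within 1.5 times the paper's for all 3. None of the other alternatives set before the data were examined closed the gap. The paper names 3 cilium genes as reduced, and 6 of the listed cilium genes passed the thresholds of Fig. 4C here; the count was 4, within 1.5 times, at pseudocounts of 0.5 and 1, with a minimum mean of 2 TPM and without *tulp1*-dKO replicate 1, and 5 or 6 under the others. These lower counts leave out genes the paper names. The log2 fold changes at pseudocounts of 0.5 and 1 were −1.21 and −0.91 for *tekt2* and −1.16 and −0.87 for *cep126*, both genes were untested with a minimum mean of 2 TPM, and *tekt2* was just short of the threshold without *tulp1*-dKO replicate 1.

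The paper states that the arachidonic acid and linoleic acid metabolism pathways were enriched. With the lists used here the one-sided Fisher's exact test gave p = 0.184 and p = 0.321. Both lists hold *cyp2p10*, which the paper reports as higher in the same data, so tests of these lists are not independent of its result. With genes counted at an unadjusted p, Fisher's exact test gave p = 6.98e-04 and p = 0.00639, and limma's camera gave p = 0.00171 for the arachidonic acid metabolism list without *tulp1*-dKO replicate 1 and p = 0.0450 without wt replicate 2, and p = 0.00374 for the linoleic acid metabolism list, as a fall, without *tulp1*-dKO replicate 3. These camera results carry little weight, since splits of the 6 samples that mix wt and *tulp1*-dKO reached −log10 p values of 8.60 for the arachidonic acid metabolism list and 10.7 for the linoleic acid metabolism list, against 0.72 and 0.53 for the real split. The paper reports a link between ferroptosis and the *tulp1*-dKO gene sets by GSEA, and limma's camera gave p = 0.471 for the ferroptosis list, with no alternative at or below 0.05. That hand list leaves out *atf3*, *alox5b.3* and *cyp2p10*, which were higher here, and the gene list of the GSEA was not used. The paper describes *ptgs2b* and *cyp2p9* as higher in its RNA-seq data, and both were higher here but with adjusted p values from limma of 0.0861 and 0.153 (unadjusted p = 0.00295 and p = 0.0110); *ptgs2b* had an adjusted p of 0.0268 without wt replicate 3, in a range of 0.0268 to 0.263. The adjusted p of *tekt2* from limma was 0.0692, and 0.0468 without the trend, in a range of 0.0468 to 0.189, and that of *cep126* was 0.0819, in a range of 0.0588 to 0.212.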

Other observations

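The tests of splits other than that for the number of changed genes, and those of phototransduction genes against photoreceptor transcription factors, scaling, shared names and the clock, were chosen only after the result was seen.

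The 6 samples can be split into 2 groups of 3 in 10 ways, so the real split alone is a share of 0.1, and no result can be told apart from a chance split by this count. The real split gave 302 changed genes and the others 0 to 2, so 1 of 10 splits gave as many. For cilium genes past the thresholds of Fig. 4C in either direction it was 1 of 10, for changed genes on the chromosome of *tulp1b* 1, for the median and the changed genes of the phototransduction list 1 and 1, of the ferroptosis list 1 and 10, of the arachidonic acid metabolism list 2 and 1, and of the linoleic acid metabolism list 9 and 1. For the number of lists past the threshold it was 3.

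Other genes the paper names were measured in the same samples. *atf3* rose from 5.68 ± 2.00 TPM to 37.7 ± 4.92 TPM (mean ± SD), a log2 fold change of 2.75 (SE 0.23, adjusted p = 0.00286 from limma). *fthl28* had a log2 fold change of 1.43 (SE 0.31, adjusted p = 0.0780 from limma), and 1.79 (adjusted p = 0.0343) without *tulp1*-dKO sample 1, with a range of 0.0343 to 0.252 over the alternatives. *cp* had a log2 fold change of 0.58 (SE 0.28, adjusted p = 0.359 from limma), and 0.93 (adjusted p = 0.0347) without *tulp1*-dKO sample 1, with a range of 0.0347 to 0.621, and 0.36 without *tulp1*-dKO sample 3. The log2 fold changes of *gpx4a*, *gpx4b*, *mertka*, *bbs1* and *rpe65a* were 0.77, 0.31, 0.90, −0.18 and −0.22, with adjusted p values from limma of 0.324, 0.163, 0.124, 0.499 and 0.694, and that of *rpe65a* was 0.03 without *tulp1*-dKO sample 3. *gpx4a* was at 82.1, 142 and 238 TPM in *tulp1*-dKO samples 1, 2 and 3, and its log2 fold change was 1.16 without *tulp1*-dKO sample 1 and 0.39 without *tulp1*-dKO sample 3.

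Of the 20 lists outside the 4 pathways, 10 passed limma's camera at an adjusted p of at most 0.05, and only the rod and cone lists did so with an estimated correlation (p = 0.0109 and p = 0.0215); under fry the rod, cone, photoreceptor synapse, bipolar, Muller glia, skeletal muscle and stress response lists had an unadjusted p of at most 0.05. The median log2 fold changes were −2.16 for rods (adjusted p = 7.99e-35), −1.37 for cones (2.47e-23), −0.30 for photoreceptor synapse (9.77e-06), −0.40 for circadian clock (5.72e-05), −0.11 for bipolar cells (0.0144), −0.07 for Muller glia (0.0239) and −0.06 for photoreceptor transcription factors (0.0239). Of the lists that did not pass, the medians were 0.04 for cilium (adjusted p = 0.658), −0.02 for motile cilium (0.301), −0.01 for amacrine and horizontal cells (0.506), −0.08 for retinal ganglion cells (0.317), 0.18 for retinal pigment epithelium (0.334), −0.04 for lens crystallins (0.108), −0.13 for liver (0.0889), −0.11 for erythrocytes (0.155), 0.29 for microglia and macrophages (0.195) and 0.07 for apoptosis and necroptosis (0.569).

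Changed genes made up 14 of 844 genes on the chromosome of *tulp1b* in assembly GRCz12tu, an odds ratio of 1.55 against the other chromosomes (Fisher's exact test, two-sided, p = 0.125). The 100 nearest tested genes on each side, chosen after the data were seen, gave 1.63 (Fisher's exact test, p = 0.438). Segments inherited with the mutations may add changed genes, but the chromosome of *tulp1b* and the fullest other chromosome held only 13.7% of the 212 placed, which argues against them as the main source. *tulp1a* was not placed, so linkage to it stays open.

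The fall of *tekt2* may follow from fewer cells with motile cilia. The other 70 motile cilium genes had a lower quartile of −0.227 and an upper quartile of 0.282 in log2 fold change, 39 lower and 31 higher, with 1 at or below −1, which argues against it. The most abundant of them, *cfap20*, had a log2 fold change of −0.20, and all 71 genes of the list are also on the cilium list. From the RNA-seq alone, a lower expression of *tekt2* within cells, by the loss of *tulp1* or by degeneration, stays open.

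The falls of *arl3l2*, *tekt2* and *cep126* (log2 fold changes of −2.16, −1.69 and −1.62) may follow from a lower share of photoreceptors in the heads, since the cone list had a median of −1.37 and the rod list one of −2.16. In the RNA-seq the 3 genes cannot be told apart from this, as their falls lie near those of the lists. Of the 33 cone genes, 30 are on another list, and the most abundant, *opn1sw1*, had a log2 fold change of −2.39. The paper has other evidence for *tekt2*. In its qRT-PCR only *tekt2* of the 3 was significantly reduced at a stage before 4 dpf, and in its reporter assay Tulp1a and Tulp1b raised *tekt2* promoter activity. The RNA-seq at 4 dpf does not bear on that evidence. The 17 photoreceptor transcription factor genes, 5 of them on another list, had a median of −0.06 and went from −0.90 to 0.51 (*neurod1* 0.14, *crx* 0.09). The 15 photoreceptor synapse genes had a median of −0.30. Both lists fell by less than the phototransduction list, with its median of −1.77. Other cells of the heads may also express genes of these lists at 4 dpf, which was not measured here. A lower share of photoreceptors and a lower expression in each photoreceptor cannot be told apart.

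More trunk tissue on the *tulp1*-dKO heads may raise genes made in the liver. Of the liver genes, 13 of 38 were higher, and the most abundant, *apoa2*, *apoa1b*, *fabp10a*, *rbp4* and *serpina1l*, had log2 fold changes of 0.05, −0.12, −0.38, 0.37 and −0.10, so the group as a whole did not rise. The samples varied, as *apoa2* was at 1360, 2324 and 3484 TPM in *tulp1*-dKO samples 1, 2 and 3. The median of the list was 0.20 without *tulp1*-dKO sample 1 and −0.39 without *tulp1*-dKO sample 3. By limma's camera the list passed as a fall in 4 of 17 settings, that without *tulp1*-dKO sample 3 among them. *cp* and *gpx4a* were likewise lowest in *tulp1*-dKO sample 1 and highest in sample 3. The medians of the arachidonic acid list (−0.02, 0.28 and 0.39 from the wt mean in *tulp1*-dKO samples 1, 2 and 3) had the same order. So had those of the linoleic acid list (−0.52, −0.14 and 0.44). A varying amount of trunk tissue and an effect of the genotype cannot be told apart with 3 samples. All 38 are expressed in the wt heads, 2 are on another list and 1 is named by the paper.

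Of the changed genes, 72.5% were lower. The scaling of the TPM values may shift this share. It was 76.7% with median ratio scaling, 74.4% with quantile normalization and 72.3% with rescaling without the 50 most abundant genes. Median ratio scaling divided every *tulp1*-dKO sample by a larger factor than any wt sample. Its higher share was thus built in and cannot decide whether scaling is the cause. The values show only that most changed genes were lower under each scaling tried. The scalings put the median of all genes at 0.00 to 0.05.

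Among the changed genes, 20 share their name with another entry (2.42% of the genes tested that share a name were changed, against 1.28% of the others), and for 7 of them another entry of the name moved the opposite way. *rrm2* (ENSDARG00000020711) fell from 85.4 to 9.73 TPM while the other entry rose from 125.6 to 217.1 TPM. Reads shared between near-identical copies or haplotypes of a gene may give such pairs. The summed entries of 16 of the 20 did not pass the thresholds, and those of 4 did. For *dap1b* the other entry did not rise, which goes against a shift of reads between its entries. A difference between the parental fish and an effect of the genotype cannot be told apart from shared reads for the 7 genes.

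Of the clock genes, all 11 E-box targets were lower, with a median of −1.43, and the positive arm of the clock had a median of 0.203 (7 higher and 3 lower), which is what heads collected at another time of day or after another light exposure may show. *per2* was at 74.1, 71.2 and 3.74 TPM in wt and at 27.0, 19.6 and 19.8 TPM in *tulp1*-dKO zebrafish, and its log2 fold change was −1.73 without wt sample 3, so the wt samples also differ from each other. The median of the clock list was −0.22, −0.20 and −0.80 without wt samples 1, 2 and 3, so its size depends on the wt samples. By limma's camera the list passed in 17 of 17 settings. The most abundant clock gene, *tefa*, had a log2 fold change of −0.85, all 40 genes are expressed in the wt heads and none is on another list. Collection times are not given in the sample labels used here, so a change of the clock by the genotype cannot be told apart from a difference in collection.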
